# Dietary Supplementation with Methionine and Lysine Enhances Antioxidant Function and Muscle Quality of Hefang Crucian Carp (*Carassius auratus*)

**DOI:** 10.3390/ani16111636

**Published:** 2026-05-27

**Authors:** Xiao Chen, Yiren Wang, Xubing Wang, Minggui Jiang, Hui Li, Xingyu Huang, Hanyuan Wang, Qianhong Gu, Yonghua Zhou, Yamei Xiao

**Keywords:** methionine, lysine, muscle quality, antioxidant function, Hefang crucian carp

## Abstract

Methionine (Met) and lysine (Lys), as primary limiting amino acids, play important roles in regulating muscle quality in aquatic animals. This study investigated the effects of dietary Met and Lys supplementation on the growth performance, antioxidant function, and muscle quality of Hefang crucian carp (HCC) using physiological and transcriptomic analyses. Fish were fed three diets for 8 weeks: a basal diet (LA) and two diets supplemented with DL-methionine at 1.7% (MA) and 3.4% (HA), respectively, while L-lysine supplementation was fixed at 3.4%. The results indicated that dietary Met and Lys supplementation had no significant effect on the growth performance of HCC (*p* > 0.05), but significantly reduced serum triglyceride (TG) and cholesterol levels (T-CHO) (*p* < 0.05). Additionally, serum total protein (TP) content was significantly increased in the MA group (*p* < 0.05). Analysis of serum antioxidant enzyme activities indicated that appropriate Met and Lys supplementation improved antioxidant capacity and upregulated the expression of antioxidant-related genes (*Nrf2*, *GPX1a*, *GSTO1*, *GSTP1*) in the muscle. Moreover, the MA group exhibited superior muscle hardness and gumminess, while the HA group had higher springiness and chewiness (*p* < 0.05). Muscle fiber density was significantly increased, whereas diameter and area showed opposite trends in fish fed 1.7% Met and 3.4% Lys (*p* < 0.05). Furthermore, appropriate Met and Lys supplementation significantly affected muscle fiber development genes (*MyoD*, *MyoG*, and *MRF4)*, with *MyoG* highest in the HA group and *MyoD* and *MRF4* highest in the MA group (*p* < 0.05). Comparative transcriptomic analysis of muscle tissue showed DEGs were mainly enriched in pathways correlated with muscle quality, involving cardiac muscle contraction, actin cytoskeleton regulation, PPAR signaling pathway and ECM–receptor interaction. Taken together, our findings enhance the understanding of the molecular mechanisms underlying the effects of dietary Met and Lys on muscle quality in HCC, providing valuable insights for the development of nutritional strategies in the aquaculture industry.

## Simple Summary

Farmed fish rely on high-quality diets to grow well and produce nutritious meat. Methionine and lysine play important roles in regulating muscle quality in aquatic animals. This study aimed to understand how adding these two specific amino acids to the feed of Hefang crucian carp affects their overall health and meat quality over 8 weeks. While the added amino acids did not change growth rates, they significantly improved internal health by reducing blood fat levels and enhancing natural antioxidant defenses. Crucially, the correct balance of methionine and lysine improved the physical texture of the fish filet, making the meat firmer and chewier. These improvements were associated with changes in muscle structure at a microscopic level and biological processes related to muscle development. In conclusion, appropriate supplementation of methionine and lysine can improve fish health and meat quality. This provides useful information for optimizing fish feed formulations and may help produce tastier, higher-quality fish for consumers.

## 1. Introduction

With the rapid development of intensive and large-scale aquaculture models, aquaculture density continues to increase, exerting a profound impact on fish growth, immune function, and especially meat quality—a key criterion for consumers when purchasing aquatic products [1,2]. Meat quality evaluation of aquatic animals mainly includes two aspects: texture and flavor. The quality of muscle is most directly reflected in its texture and muscle fiber characteristics [3]. Among them, texture characteristics directly determine the edibility and palatability of fish, which is the key to consumers’ sensory experience [4]. The core characteristics of muscle fiber, such as diameter and density, are the internal structural basis for the regulation of texture traits such as muscle tenderness, which together constitute the core dimensions of fish quality evaluation [5,6]. Dietary nutritional supplementation can enhance the antioxidant capacity of aquatic animals and improve the tissue structure of muscle fibers, thereby improving muscle quality, with amino acid-based protein synthesis playing a central role [7,8]. Therefore, in the present study, muscle quality is defined as a composite functional and nutritional trait integrating physical texture characteristics, muscle fiber structure, and physiological and biochemical stability. The combined evaluation of these parameters reflects both consumer sensory attributes and the underlying tissue homeostasis under different dietary conditions.

Protein is a core nutrient for fish growth and development, and the digestion and absorption efficiency of protein and the balance of amino acid composition directly affect the growth performance, metabolic level and muscle quality of fish [9]. The widespread use of plant protein sources in recent years often leads to deficiencies in essential amino acids, especially methionine (Met) and lysine (Lys) [10,11]. Consequently, Met and Lys are commonly regarded as the primary limiting amino acids for cyprinids, such as crucian carp, when fed these plant protein-based diets [12]. Their deficiency can ultimately limit fish growth and reduce feed efficiency. Previous studies have shown that Met, as a sulfur-containing amino acid, is not only involved in muscle fiber development and collagen synthesis in fish, but also plays an important role in methylation reactions, antioxidant and lipid metabolism regulation [13,14,15,16]. Moreover, appropriate levels of dietary Lys can promote meat quality and development of fish muscle fibers, and it has irreplaceable functions in promoting lipid metabolism, enhancing immunity and antioxidant capacity, increasing muscle protein deposition, and regulating intestinal digestive enzyme activity [17,18,19,20]. However, existing studies have mostly focused on the effects of single amino acid supplementation, whereas research regarding the combined effects of Met and Lys remains scarce. As the primary limiting amino acids in typical plant-based aquafeeds, the supplementation of one often alters the physiological demand for the other to maintain an optimal amino acid balance. Consequently, the effects of their combined supplementation on the physiological homeostasis and muscle quality of HCC remain largely unclear.

Hefang crucian carp (HCC) is a new national diploid aquatic species bred through multi-step breeding technology [21]. It has the characteristics of fast growth rate, strong resistance and delicious meat, and is widely promoted in the market at present, which is of great significance in the protection of crucian carp germplasm resources [22]. As a cyprinid species, HCC shares similar nutritional characteristics with other crucian carp. Previous studies in cyprinids have shown that dietary Met and Lys are closely associated with growth performance, protein metabolism, and muscle quality, with optimal levels required to maximize growth and feed utilization [23,24]. Notably, under plant protein-based diets, supplementation with limiting amino acids, particularly Met and Lys, can improve growth performance and muscle-related traits in gibel carp (*Carassius auratus gibelio*) [12]. However, such information remains limited in HCC, particularly regarding muscle quality.

Therefore, this paper aims to evaluate the differences in the effects of exogenous amino acid nutritional supplementation on the muscle quality of HCC by the combined supplementation of Met and Lys on the texture characteristics, tissue morphology, and expression of muscle quality-related genes (muscle fiber development and antioxidation) of HCC muscle. The results provide some theoretical basis and practical reference for improving the meat quality and flavor of HCC and optimizing the formula of *Carassius crucian* feed.

## 2. Materials and Methods

### 2.1. Diet Formulation and Experimental Procedure

A commercial feed purchased from Tianbang Feed (Ningbo, Zhejiang, China) was used as the basal diet and served as the control group (LA). Experimental diets were prepared by further supplementing the basal diet with different levels of Met (1.7% for MA and 3.4% for HA), while keeping the additional Lys supplementation constant at 3.4% for both MA and HA groups. The supplemented Met levels were selected based on reported dietary requirement ranges for crucian carp and were set to establish a graded supplementation range, while Lys was maintained at a relatively high level to provide a non-limiting background [25]. All diets were provided as 1.5 mm extruded pellets. All crystalline amino acids (purity ≥ 98%) were sourced from Yuanye Biotech (Shanghai, China). Detailed supplementation levels and proximate compositions are provided in Table 1 and Table 2.

All experimental fish utilized in the feeding trial were sourced from Hunan Normal University Wangcheng Breeding Base (Changsha, Hunan, China). Prior to the formal culture experiment, all fish were acclimated in an indoor fiberglass tank (1500 L) for one week. Subsequently, 135 apparently healthy Hefang crucian carp with an average body weight of (100.0 ± 2.5) g were randomly cultured in 9 fiberglass tanks (90 L), with three tanks serving as one replicate group (15 fish per tank). The experimental conditions were: water temperature (25.5 ± 1.0) °C, dissolved oxygen levels around 6.5 mg/L, ammonia nitrogen concentration below 0.5 mg/kg, pH maintained between 6.5 and 7.0, and a 12 h light–dark cycle (light from 8:00 to 20:00). Fish were fed two times daily at 8:00 and 16:00 until reaching obvious satiety, defined as cessation of active feeding and fish ignoring the offered feed (typically within 5–10 min). Throughout the experiment, one-fifth of the water was replaced daily to maintain water quality. The aquaculture was conducted using an indoor recirculating water system for an eight-week period.

### 2.2. Sample Collection

After 24 h of fasting, all experimental fish were anesthetized via immersion in MS-222 (60 mg/L; E10521, Sigma-Aldrich, St. Louis, MO, USA) prior to dissection. Subsequently, six fish per group (two fish from each replicate tank) were randomly collected for blood and tissue sampling. Blood samples were drawn from the caudal vein and kept at 4 °C overnight, followed by centrifugation at 4500 rpm for 10 min. The supernatant (serum) was then collected and stored at −80 °C. Following dissection with sterilized scissors, viscera and liver tissues were excised and weighed to calculate organ indices. Tissue samples were immediately frozen in liquid nitrogen and then stored at −80 °C until further analysis. All procedures were performed on ice. Muscle samples (2 cm × 2 cm × 1 cm) were fixed in 4% paraformaldehyde at room temperature for the subsequent detection of muscle fiber characteristics. In addition, 1 cm × 1 cm × 1 cm dorsal muscle samples were taken from both sides of the back of the same fish for muscle texture analysis and tested immediately on the same day. Consequently, a total of six independent biological replicates (*n* = 6) per group were utilized for subsequent analyses, including serum biochemical parameters, antioxidant enzyme assays, qPCR, and texture analysis.

### 2.3. Analysis of Serum Biochemical Parameters

The serum biochemical indices, including total protein (TP), glucose (GLU), triglycerides (TG) and cholesterol (T-CHO) were measured using the matching commercial reagent kits (A045-4, A145-1-1, A110-1-1, A111-1-1; Nanjing Jiancheng Bioengineering Institute, Nanjing, China). Serum malondialdehyde (MDA), total antioxidant capacity (T-AOC) and superoxide dismutase (SOD) were analyzed using their corresponding kits (A003-1-2, A015-2-1, A001-3; Nanjing Jiancheng Bioengineering Institute, Nanjing, China). All experiments were performed strictly following the manufacturer’s instructions.

### 2.4. Texture Analysis of Muscle

Two fish were randomly selected from each cage. Back muscle samples (1 cm^3^) of uniform thickness and size were excised from the same anatomical location on both sides of each fish. Texture measurements from the left and right sides were averaged to obtain a single value per fish, which was used as one biological replicate for statistical analysis (*n* = 6 per group). Texture profile analysis (TPA) was immediately performed to determine the hardness, cohesiveness, springiness, gumminess, chewiness and adhesiveness of the muscle samples (TMS-PRO, Food Technology Corporation, Sterling, VA, USA). The TPA parameters were set as follows: initial force 0.1–250 N, probe height 1 cm, descending speed 30 mm/min, and deformation 60%. Each sample’s textural characteristics were calculated via the force–time curve produced using the computer software, Texture Lab Pro (1.18-408, FTC, Sterling, VA, USA).

### 2.5. Histological Observation

The fixed muscle samples were embedded in paraffin and stained with hematoxylin and eosin, then washed with 70% alcohol. After HE staining and mounting, muscle tissue sections were scanned using a PANNORAMIC MIDI digital slide scanner (3DHISTECH Ltd., Budapest, Hungary). The ImageJ software (v1.54p, NIH, Bethesda, MD, USA) was used to identify muscle fiber characteristics. For each sample section, 20 myofibers were randomly selected to quantify the myofiber diameter and three non-overlapping fields of view were counted for myofiber number. Myofiber density (fibers/mm^2^) was calculated as the total number of counted myofibers divided by the area of the counted field.

### 2.6. Transcriptome Analysis of Muscle

After RNA extraction and purification, libraries were constructed from three biological replicates per group (*n* = 3) and sequenced by Shanghai Bioprofile Technology Company Ltd. (Shanghai, China) using the Illumina HiSeq 2500 platform. RNA-seq quality metrics and mapping statistics for each sample are provided in Supplementary Tables S1 and S2. To identify differentially expressed genes (DEGs) among the experimental groups, the expression level of each transcript was quantified using the fragments per kilobase of transcript per million mapped reads (FPKM) method. *p*-values were adjusted using the false discovery rate (FDR) method (Benjamini–Hochberg correction) to control for false positives. Consequently, the criteria for identifying DEGs were defined as genes with an FDR < 0.05 and |log_2_FoldChange| ≥ 2. Gene function annotation was based on the following databases: GO (Gene Ontology), KEGG (Kyoto Encyclopedia of Genes and Genomes), NR (NCBI non-redundant protein sequences), KOG/COG (Clusters of Orthologous Groups of Proteins), Pfam (Protein family) and Swiss-Prot (manually annotated and reviewed protein sequence database). The raw transcriptome sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE331020.

### 2.7. Quantitative Real-Time PCR

Gene-specific qPCR primers were designed with Primer 5.0 software (Table 3), and *β-actin* served as the internal control for data normalization. The stability of *β-actin* was verified prior to normalization, with Ct values showing minimal variation among treatment groups. Additionally, the amplification performance and specificity of all primers were systematically evaluated and optimized. Melting curve analysis confirmed a single, sharp, specific peak for each amplicon, demonstrating the absence of non-specific products and primer-dimer formation. Total RNA was extracted by homogenizing muscle tissue in 1 mL Trizol (Takara, Kusatsu, Japan) using a low-temperature high-speed homogenizer (Thermo Fisher Scientific, Waltham, MA, USA). RNA quality and integrity were assessed via 1.5% agarose gel electrophoresis and a full-wavelength microplate reader (Thermo Fisher Scientific) with DEPC water as the blank control. First-strand cDNA was synthesized from 1 μg of qualified RNA using the PrimeScript II 1st Strand cDNA Synthesis Kit (TaKaRa, Kusatsu, Japan) according to the manufacturer’s instructions.

Each qPCR reaction was prepared in a total volume of 10.0 μL, consisting of 1.0 μL of diluted cDNA (1:10), 0.2 μL each of 10 μM forward and reverse primers, 5.0 μL of SYBR Green Pro Taq HS Premix (Cat. No. AG11718; Accurate Biology, Changsha, China), and ddH_2_O was subsequently added to bring the total volume to 10.0 μL. The PCR conditions included initial denaturation at 95 °C for 30 s, followed by 40 cycles of denaturation at 95 °C for 3 s, annealing at 60 °C for 25 s, and extension at 72 °C for 10 s. All assays were performed on a Bio-Rad CFX96™ Real-Time PCR System (Bio-Rad, Hercules, CA, USA). Relative expression levels were quantified using the comparative Ct (2^−ΔΔCt^) method with six biological replicates per group, each analyzed in three technical replicates.

### 2.8. Statistical Analysis

All data are expressed as mean ± SEM. Prior to parametric statistical analysis, the Shapiro−Wilk test was employed to verify the normality of data distribution, and Levene’s test was used to evaluate the homogeneity of variances. One-way analysis of variance (ANOVA) followed by Duncan’s multiple comparison test was used to assess differences in means using the SPSS 27.0 software (Chicago, IL, USA). All experiments were performed with at least three biological replicates. A *p* value < 0.05 was set as the threshold for statistical significance. A post hoc power analysis was conducted using G·Power software (version 3.1.9.7) to evaluate the statistical power of the growth performance analysis.

## 3. Results

### 3.1. Growth Performance and Somatic Indices of HCC

To analyze the effects of Met and Lys supplementation on the growth of HCC, growth performance-related indicators were measured and statistically analyzed (Table 4). The results showed that with the gradual increase in amino acid concentrations, the weight gain rate and specific growth rate of HCC tended to increase, but no statistically significant differences were observed. Survival rate remained unaffected across all groups. Additionally, no significant changes were detected in the condition factor, viscerosomatic index, or hepatosomatic index of HCC among different treatment groups. Although the dietary treatments did not induce significant improvements in growth performance, subsequent physiological and histological evaluations were conducted to determine if these amino acid supplementations altered internal metabolic and structural parameters.

### 3.2. Serum Biochemical Analysis

As shown in Table 5, dietary supplementation with moderate levels of Met and Lys significantly elevated the total protein (TP) content in HCC (*p* < 0.05), whereas the glucose (GLU) content exhibited a non-significant upward trend. In contrast, a further increase in Met and Lys concentrations resulted in a marked increase in GLU content. Additionally, compared with the non-supplemented control group, serum total cholesterol (T-CHO) and triglyceride (TG) contents in HCC were significantly reduced in all amino acid-supplemented groups (*p* < 0.05).

### 3.3. Serum and Muscle Antioxidant Capacity Analysis

As shown in Figure 1A,B, the activities of antioxidant enzymes, including total antioxidant capacity (T-AOC) and superoxide dismutase (SOD), were significantly elevated with increasing amino acid concentrations. In contrast, the malondialdehyde (MDA) content exhibited a reverse trend, with its lowest level observed in the MA group (Figure 1C). We further detected the mRNA expression profiles of antioxidant-related genes in muscle tissues. As illustrated in Figure 1D, the expression levels of nuclear factor erythroid 2-related factor 2 (*Nrf2*), glutathione peroxidase 1a (*GPX1a*), and glutathione s-transferase pi 1 (*GSTP1*) were significantly upregulated following supplementation with moderate concentrations of Met and Lys (*p* < 0.05), whereas their expression declined with further increases in amino acid supplementation levels. Notably, glutathione s-transferase omega 1 (*GSTO1*) expression was significantly induced in both the Met and Lys treatment groups (*p* < 0.05). By contrast, no statistically significant difference was observed in Kelch-like ECH-associated protein 1 (*Keap1*) expression across all experimental groups, whereas all exhibited a tendency to decrease. 

### 3.4. Muscle Instrumental Texture Analysis

The muscle texture analysis of HCC fed the experimental diets is presented in Table 6. The results indicated that dietary supplementation with different concentrations of Met and Lys induced significant alterations in muscle hardness, springiness, gumminess, and chewiness (*p* < 0.05), whereas no marked difference was observed in muscle cohesiveness and adhesiveness across all treatment groups. Specifically, the MA group exhibited superior muscle hardness and gumminess, while the HA group had higher springiness and chewiness.

### 3.5. Morphology of Myofibers

As shown in Figure 2A,D, the myofiber diameter and cross-sectional area in all treatment groups were significantly smaller than those in the control group. In contrast, muscle fiber density exhibited an opposing trend, with the maximum density observed in the MA group (Figure 2C). Furthermore, Figure 2B reveals that larger myofibers (>115 μm) predominate the LA group, whereas smaller myofibers (<100 μm) were more abundant in the treatment groups. Cross-sectional observations of skeletal muscle fibers across all groups demonstrated an irregular polygonal morphology, with no significant intergroup differences in shape (Figure 2F). The white interstitial regions correspond to the endomysium, a loose connective tissue layer that individually encapsulates each muscle fiber [26]. In addition, myogenic regulatory factors (MRFs) were measured, the mRNA expression of Myogenin (*MyoG*) in the muscle of HCC was significantly upregulated with increasing amino acid concentrations (*p* < 0.05), as illustrated in Figure 2E. Notably, Myogenic differentiation 1 (*MyoD*) and myogenic regulatory factor 4 (*MRF4*) exhibited similar trends, with their expression levels peaking in the MA group. There were no significant differences in myosin heavy chain (*Myhc*) and myogenic factor 5 (*Myf5*) gene expression among groups (*p* > 0.05). However, compared to the LA group, there was a trend of increasing *Myhc* and *Myf5* gene expression when the Met and Lys addition amount was 1.7% and 3.4%.

### 3.6. Transcriptomic Analysis of Flesh by Dietary Methionine and Lysine Levels

To further investigate the regulatory effects of dietary Met and Lys on the muscle gene network of HCC, transcriptome analysis was performed on the three experimental groups (Figure 3). 

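Muscle of Hefang crucian carp fed the LA diet (no added Met or Lys), the MA diet (1.7% Met and 3.4% Lys) or the HA diet (3.4% Met and 3.4% Lys) for 8 weeks was sequenced after poly(A) enrichment, with 3 libraries per diet. The deposited table holds a read count and an FPKM value for each of 76298 genes in each of the 9 libraries, and 48369 genes had a count in at least 1 library. Its gene models have the identifiers and coordinates of the goldfish assembly ASM336829v1, and 69688 of them were matched in the RefSeq gene table of that assembly. The aligner, the counting program and the strand setting are not given in the sources used here. The FPKM values equal the count divided by the gene length and by the library's total count, with a largest relative deviation of 3.6e-14. Total counts per library ranged from 14516220 to 15839639 (median 15577604) in the LA group, from 13962770 to 17177610 (median 15671392) in the MA group and from 14326677 to 15794880 (median 14809869) in the HA group. Table S2 gives the depth as clean reads, 43337312 to 48852128 per library by the paper's count, and the values below use the counts of the deposited table, which make up 63.2% to 70.3% of the clean read pairs. Creatine kinase M-type (LOC113049569), which buffers ATP in muscle, had the highest mean count, 1470736 per library, followed by the calcium-binding protein parvalbumin beta (LOC113046611) with 806523 and creatine kinase M-type-like (LOC113115064) with 750828. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test in 1 fit over all 9 libraries, on the 23946 genes kept by filterByExpr, with Benjamini-Hochberg adjusted p-values. On simulated counts at these depths, 50 genes were changed at each size, drawn from genes with a mean count of at least 50. The test recovered 4% of those with an absolute log2 fold change of 1, 82% at 2, 94% at 3 and 98% at 5. Of its calls 4.14% were false. Genes of lower count were not changed, so recovery over all tested genes is not known. The simulated libraries varied independently, which the place of library 3 (below) puts in doubt here, so the false share need not hold for these libraries. A permutation test of 3 libraries against 3 cannot give a p below 0.1. Goldfish carry many near-identical gene copies, and reads that map to more than 1 copy may be assigned to either, so the values of single copies are less certain than their counting error. In each diet, library 3 lay between libraries 1 and 2: of the genes that differed at least 8-fold between libraries 1 and 2, 94.9% to 95.7% had a value well between them in library 3 (at a weight of 0.2 to 0.8 on the line from one to the other), against at most 73.3% in 233 other trios of libraries. A further 16 trios, with LA1 and HA2 paired or in each other's place, were set aside because these libraries are alike, and reached 94.9%. LA1 and HA2 were the most alike pair of libraries, with a median absolute log2 ratio of 0.14 over 6496 genes, against 0.21 to 0.49 in the other pairs. The mapped share in Table S2 was 88.60% in LA1, 88.71% in MA2 and 88.69% in HA2, and 91.56% to 95.17% in the other libraries.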

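In a PCA of the 500 most variable genes (log2 CPM), the MA libraries lay apart from the others on PC2, at 12.6 to 33.3, while the LA libraries lay at -32.1 to -5.09 and the HA libraries at -5.07 to -4.15. On PC1, LA1 (49.0) and HA2 (48.1) lay together at one end and LA2 (-35.5), MA1 (-33.0) and HA1 (-28.0) at the other, so this axis did not follow diet. PC1 carried 47.3% and PC2 21.4% of the variance of these genes. The median distance between libraries was 51.2 within a diet and 64.9 between diets, in log2 CPM units over the 500 genes. Diet accounted for 32.1% of the squared distances among the 9 libraries, where the median of the other splits was 23%. In an exact permutation test over all 280 splits into 3 groups of 3 (PERMANOVA, one-sided), 54 splits gave a share as large, p = 0.193. With the rank of the mapped share within each diet removed, which takes spread from within the diets alone, the share was 60.6%. Exchanging diets within ranks, a setting chosen after seeing the data, gave an exact permutation p of 0.0278, the smallest that 36 arrangements allow. The other arrangements part library 3, the middle rank of each diet, from libraries it lies between. Gene by gene, 19 genes differed among the 3 diets at an adjusted p under 0.05 in edgeR's quasi-likelihood F-test, and 2586 at an unadjusted p under 0.05. Without LA1 the diet share of the distances was 50.2% (exact permutation p = 0.00714), and without HA2 it was 44.2% (exact permutation p = 0.0393). The number of genes differing among diets was 336 without LA1, 10 without LA2, 3 without LA3, 89 without MA1, 5 without MA2, 0 without MA3, 5 without HA1, 40 without HA2 and 3 without HA3.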

Principal component analysis (PCA) revealed significant differences in gene expression profiles among the three groups, verifying the feasibility of subsequent analyses (Figure 3A). Compared with the LA group, the MA group exhibited distinct expression patterns, with 938 genes significantly upregulated and 912 genes significantly downregulated (Figure 3C). In addition, 551 genes were downregulated and 356 genes were upregulated in the HA group relative to the LA group (Figure 3D). Among these differentially expressed genes (DEGs), 349 genes were identified as common DEGs across pairwise comparisons (Figure 3B). 

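In the MA group, 12 genes rose and 8 fell relative to the LA group at an adjusted p under 0.05 (edgeR, 23946 genes tested), and genes of the contractile apparatus stood among both. Parvalbumin-7-like (LOC113039862), a calcium-binding protein of the family that speeds muscle relaxation, rose from 6.56 ± 2.15 CPM (SD, n = 3 libraries) to 168 ± 87.2 (SD, n = 3), a log2 fold change of 4.68 (standard error 0.43, adjusted p = 0.0109 from edgeR). A fast skeletal myosin heavy chain-like gene (LOC113094704, chromosome 6 from 9432180 to 9442707), the copy that Table 3 uses for *MyHC*, rose from 11.4 ± 5.90 to 780 ± 593 CPM (SD, n = 3 each; log2 fold change 6.10, adjusted p = 0.0252 from edgeR). Another fast myosin heavy chain-like copy (LOC113091543) fell from 1417 ± 94.2 to 556 ± 55.4 CPM (SD, n = 3 each; log2 fold change -1.35, adjusted p = 0.0287 from edgeR). Kyphoscoliosis peptidase-like (LOC113112850), a muscle peptidase, rose by 2.17 on the log2 scale (adjusted p = 0.0133). Other named genes that rose were trim54, a ubiquitin ligase of the sarcomere (log2 fold change 2.89), regulator of G-protein signaling 3-like (LOC113084745, 1.88), tubulin polymerization-promoting protein family member 3-like (LOC113106039, 1.93), kazrin-A-like (LOC113078392, 2.30), splicing factor 3B subunit 6 (LOC113078585, 4.16) and the transcription factor fosB-like (LOC113118461, 1.33). GTPase IMAP family member 8-like (LOC113054740), of a family active in lymphocytes, had 845 counts over the LA libraries and 3 over the MA libraries, a ratio of 308 (95% Clopper-Pearson interval 105 to 1494; adjusted p = 0.004 from edgeR). The 3 counts were all in MA1, so that without MA1 the gene was at 0 in the MA group and at least 206-fold lower (taking 3 counts over the group), and without MA3 its adjusted p was 0.0547. Integrin alpha-M-like (LOC113111995), a receptor of myeloid cells, had a log2 fold change of -2.09 (adjusted p = 0.0287). Copies of H-2 class I histocompatibility antigen Q9-like, which presents peptides on most cells, went both ways. LOC113079565 was at 0 in every MA library, at least 16.0-fold lower (taking 3 counts over the group; adjusted p = 0.0383), while LOC113102785 was at 0 in every LA library and at least 126-fold higher in the MA group, and did not pass (taking 3 counts over the group; adjusted p = 0.271). The list of antigen presentation did not pass (camera adjusted p = 0.511). Cytochrome b-c1 complex subunit 8-like (LOC113075395), of the respiratory chain, fell by 2.81 on the log2 scale, and the actin-binding caldesmon-like (LOC113043325) had a log2 fold change of -3.94 (adjusted p = 0.0376). Without MA3 none of these genes was called. Parvalbumin-7-like had an adjusted p of 0.0671 there and of 0.152 without LA3, and the rising myosin copy LOC113094704 had an adjusted p of 0.0509 to 0.233 without LA2, LA3, MA2, MA3, HA1 or HA3.

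**Figure D1:**
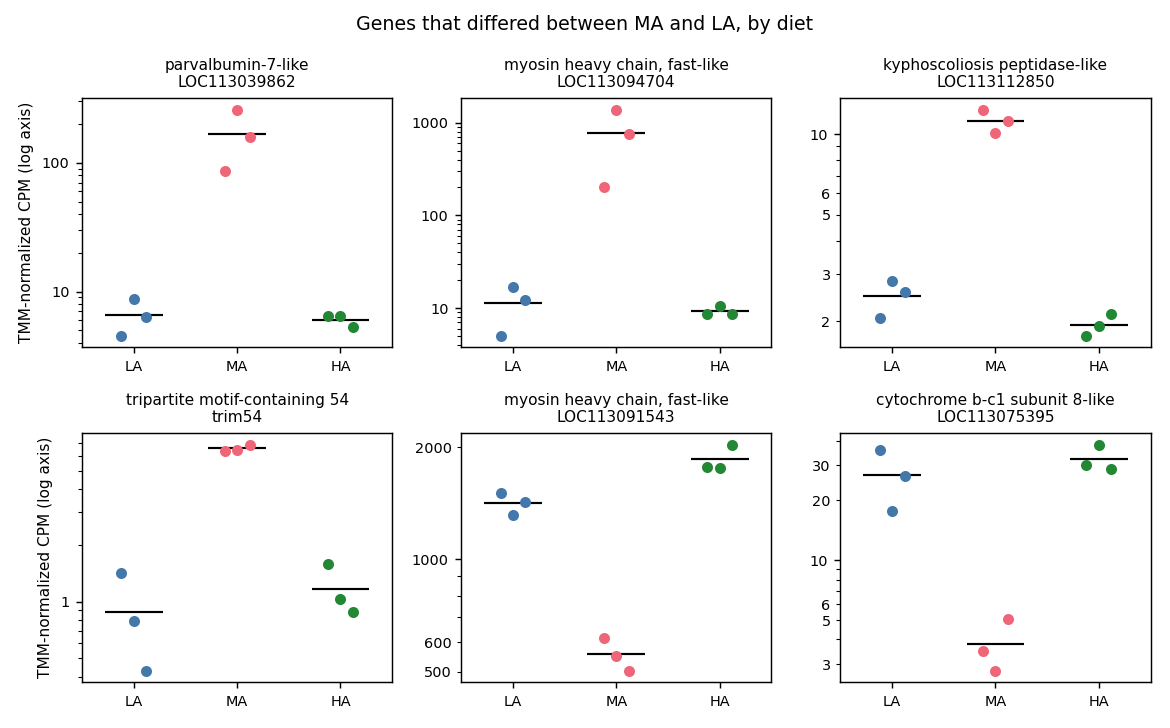
TMM-normalized CPM (log axis) of 6 genes that differed between the MA and LA groups, with 3 libraries per diet as points and their mean as a line. The parvalbumin-7-like and the fast myosin heavy chain-like gene LOC113094704 have means of 168 and 780 CPM in the MA group, against 6.03 and 9.25 in the HA group, while LOC113091543 has a mean of 556 in the MA group and 1854 in the HA group.

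Of 30 markers of nerve and Schwann cells tested, none passed over all genes, 8 were higher in the MA group when adjusted over the list alone, and 24 had a positive fold change. The list rose as a whole (camera with a preset correlation of 0.01, adjusted p = 2.77e-06; adjusted p = 0.0275 with an estimated correlation). Its members with the smallest p were myelin genes, with log2 fold changes of 1.48 for myelin basic protein-like (LOC113060025), 0.87 for peripheral myelin protein 22-like (LOC113111672) and 0.79 for myelin protein P0 (mpz). Of 22 leukocyte markers, none passed over all genes and 5 were lower when adjusted over the list alone, among them plastin-2-like (LOC113052990, log2 fold change -1.23) and coronin-1A-like (LOC113047042, -1.56), both actin-binding proteins of leukocytes. The leukocyte list fell by camera (18 of 22 negative, adjusted p = 0.00737; adjusted p = 0.93 with an estimated correlation; 0.233 without LA2, 0.0561 without MA1, and, in settings chosen after seeing the data, 0.166 with libraries 1 and 2 of each diet alone and 0.0627 with no filter on low counts). Cytosolic ribosomal proteins also fell as a list (173 of 207 negative, none adjusted over all genes or adjusted over the list alone; adjusted p = 2.87e-05 by camera; adjusted p = 0.93 with an estimated correlation; 0.313 without LA1 and 0.209 with neither LA1 nor HA2, chosen after seeing the data). Other splits of the MA and LA libraries, looked at after the results were seen, also gave passing lists. Of 10 splits, the real one included, 6 had at least the 3 lists that passed here, and the highest other number was 7. The number of passing lists therefore does not set these diets apart. At an absolute log2 fold change of at least 2, 9 genes were higher and 7 lower, and DESeq2 called 459 genes at an adjusted p under 0.05. In 3998 genes (16.7%), the 20 called genes included, the MA and LA libraries did not overlap, where chance gives 10% if the libraries of a diet are exchangeable and 33.3% if library 3 always lies between libraries 1 and 2. The number of genes past the threshold was 293 without LA1, 5 without LA2, 1 without LA3, 83 without MA1, 4 without MA2, 0 without MA3 (1861 at an unadjusted p under 0.05), 10 without HA1, 40 without HA2 and 2 without HA3. With libraries 1 and 2 of each diet alone, a setting chosen after seeing the data, edgeR called 0 genes. There 527 of 24496 genes had an unadjusted p under 0.05, below the 5% that chance alone gives, so this setting could call little. With neither LA1 nor HA2, also chosen after seeing the data, edgeR called 542.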

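In the HA group, no gene passed an adjusted p of 0.05 relative to the LA group (edgeR, 0 of 23946 genes, smallest adjusted p = 0.709). DESeq2 called 23 genes higher and 36 lower. By edgeR 1489 of the 23946 genes had an unadjusted p under 0.05, not far above the 5% that chance alone gives. The genes named here for their small p, none of which passed, had an adjusted p of 0.709 each. Myosin-binding protein C, fast-type-like (LOC113047034), a thick-filament protein of fast fibres, was at 1138 ± 677 CPM in the LA group and 208 ± 54.9 CPM in the HA group (SD, n = 3 each; log2 fold change -2.45). Further log2 fold changes were 1.38 for disabled homolog 2-interacting protein-like (LOC113077989), a Ras GTPase activator, -3.07 for interferon regulatory factor 6-like (LOC113064666), an epithelial transcription factor, and 1.50 for nuclear receptor subfamily 1 group D member 1-like (LOC113046710), a repressor of the circadian clock. Genes of the fast sarcomere fell as a list in the HA group, with 70 of 82 members negative (camera, adjusted p = 8.55e-06; adjusted p = 0.68 with an estimated correlation). None of them passed over all genes, and 4 were lower when adjusted over the list alone: the myosin-binding protein C gene, the fast myosin heavy chain-like copies LOC113098046 (log2 fold change -1.72) and LOC113076616 (-1.39), and parvalbumin beta-like (LOC113052474, -2.10). Of the 22 leukocyte markers, 4 were lower in the HA group when adjusted over the list alone and none over all genes, among them the leukocyte phosphatase PTPRC-like (LOC113039994, log2 fold change -0.97), and the list fell by camera (16 of 22 negative, adjusted p = 0.0147). This adjusted p was 0.834 with an estimated correlation, 0.311 without LA2, 0.112 without LA3, 0.135 without HA2, and, in settings chosen after seeing the data, 0.142 with libraries 1 and 2 of each diet alone and 0.0513 with no filter on low counts. Other splits of the HA and LA libraries, looked at after the results were seen, also gave passing lists. Of 10 splits, the real one included, 7 had at least the 3 lists that passed here, and the highest other number was 8. Groups did not overlap in 2426 genes (10.1%), where chance gives 10% if the libraries of a diet are exchangeable, which the place of library 3 puts in doubt. The number of genes past the threshold in the HA group was 175 without LA1 and 10 without HA2, and 219 with neither, a setting chosen after seeing the data. With libraries 1 and 2 of each diet alone, also chosen after seeing the data, it was 0. There 175 of 24496 genes had an unadjusted p under 0.05, below the 5% that chance alone gives, so little could be called.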

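No gene passed the adjusted threshold in both comparisons by edgeR, since none did in the HA group, and DESeq2 called 30 genes in both. At the lines drawn in Figure 3C,D (an unadjusted p under 0.05 and an absolute log2 fold change of at least 1), 377 genes moved the same way in the MA and HA groups, of which 148 were higher and 229 lower than in the LA group, and 7 moved in opposite directions. Among them were the fast myosin heavy chain-like copy LOC113098046 (log2 fold changes of -1.74 and -1.72), glycerophosphocholine phosphodiesterase GPCPD1-like (LOC113073668, 2.41 and 2.28), an enzyme of phospholipid breakdown, and the actin-associated sorbin and SH3 domain-containing gene LOC113058038 (-2.01 and -2.49). If the lists of the MA and HA groups were independent, 9.77 genes would be shared among those higher and 21.2 among those lower. Both comparisons use the same 3 LA libraries, so a shared part arises without any common response. In 20 simulations without any difference, both comparisons shared the same simulated LA libraries. There 150 genes on average and at most 181 passed these lines in both comparisons. Across the 23946 genes, which are not independent replicates, the log2 fold changes of the MA and HA groups had a correlation of 0.495, where the simulations gave a mean of 0.504. Their covariance was 0.257, where the simulations gave a mean of 0.142 and a highest value of 0.151. All simulated libraries, the LA ones included, varied independently with the same dispersion in each diet. The place of library 3, the likeness of LA1 and HA2 and any wider spread in the LA group are left out. Values above the simulated ones therefore do not show a common response. At an adjusted p under 0.05, edgeR called 122 genes in both comparisons without LA1 and 4 without HA2.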

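Some genes of slow and cardiac-type sarcomeres were higher in the MA group when adjusted over their list alone, although none passed over all 23946 genes. Of 12 such genes tested, 5 were higher than in the LA group in this way, and none was lower. Myosin-7-like (LOC113095892), a slow and cardiac myosin heavy chain, was at 0.253 ± 0.0664 CPM in the LA group and 10.4 ± 8.83 CPM in the MA group (SD, n = 3 each; log2 fold change 5.31, edgeR adjusted p = 0.0938). Slow troponin I-like (LOC113043320) was at 0 in every LA library and at least 20.1-fold higher in the MA group (taking 3 counts over the LA group; edgeR adjusted p = 0.284). It was at least 14.5-fold higher in the HA group (on the same floor; adjusted p = 0.717). The log2 fold changes of the slow and cardiac troponin C copies LOC113094721 and LOC113069166, the calcium sensors of the thin filament, were 6.07 and 3.82. As a whole this list had a camera adjusted p of 0.0626, and adjusted p = 0.93 with an estimated correlation. On the same 12 genes it was 0.00038 without MA1 and 0.0517 to 0.181 without each other library, settings chosen after seeing the data. Of these 12 genes, 10 were positive in the HA group too (camera adjusted p = 0.0925, and 0.834 with an estimated correlation), and the list passed without MA1, MA2, MA3 or HA2 (0.0196 to 0.0298, on 14 to 44 genes). A further 31 genes of the list, which the filter removed, had at least 10 counts in MA2 and in MA3 and fewer than 10 in each other library. Because MA3 lay between MA1 and MA2, MA2 and MA3 may not be separate sources of these counts. Cardiac troponin T (tnnt2), named after its values were seen, had 105 and 54 counts in MA2 and MA3 and at most 3 elsewhere. With no filter on low counts, also chosen after seeing the data, the 79 genes of the list with a count rose (camera adjusted p = 2.86e-16, and adjusted p = 0.899 with an estimated correlation). Of 82 fast sarcomere genes, 2 rose and 1 fell over all genes, and 5 were higher and 4 lower when adjusted over the list alone, with troponin I, fast skeletal-like (LOC113051645) at a log2 fold change of 6.04. The fast list had a camera adjusted p of 0.503. Of 128 genes of focal adhesion and actin regulation, none passed over all genes and 1 was lower when adjusted over the list alone, the actin nucleator subunit ARPC1B-like (LOC113091972, log2 fold change -1.69). LIM domain kinase 1-like (LOC113070082), a regulator of cofilin, and talin-1-like (LOC113053988), which links integrins to actin, had log2 fold changes of -1.13 and -0.75 and did not pass. The camera adjusted p of that list was 0.917. Of 86 genes of PPAR signaling and fatty acid use, none passed over all genes or adjusted over the list alone (camera adjusted p = 0.503). Their smallest p-values belonged to the adipokine adiponectin-like (LOC113045969, log2 fold change 5.02, edgeR adjusted p = 0.131), fatty acid transport protein 1-like (LOC113075314, -1.01) and PPARα-like (LOC113063076, -1.55). The deposited table gives KEGG orthology numbers but no pathway membership, so lists of genes set by name stand in for the pathways. Camera asks whether such a list shifts in a single direction, so a list with members both higher and lower need not pass. The paper's enrichment among DEGs was therefore not tested.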

The analysis of KEGG enrichment indicated that pathways associated with muscle quality and flavor including cardiac muscle contraction, regulation of actin cytoskeleton, and PPAR signaling pathway were enriched in the MA group (Figure 3F). Additionally, enrichment of ECM–receptor interaction and focal adhesion pathways suggested altered structural stability of muscle tissue, a factor closely linked to muscle water-holding capacity and textural properties [27]. 

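Among matrix genes, thrombospondin-1-like copies were higher in the MA group than in the LA group, and the matrix lists did not pass as a whole. Of 161 genes of collagens and matrix proteins, none passed over all genes, and 3 were higher and 2 lower when adjusted over the list alone. One of the 2 lower genes, fibronectin type III and SPRY domain-containing protein 2-like (LOC113061204, log2 fold change -1.63, edgeR adjusted p = 0.131), is in the list by its name and is not a matrix protein. Thrombospondin-1-like (LOC113086682), a matrix glycoprotein that binds cells and other matrix proteins, was at 10.7 ± 1.60 CPM in the LA group and 27.7 ± 2.96 CPM in the MA group (SD, n = 3 each; log2 fold change 1.37, standard error 0.21, edgeR adjusted p = 0.0592). A further thrombospondin-1-like copy (LOC113120880) had a log2 fold change of 1.88 and collagen XIX-like (LOC113092377) of -1.25, with edgeR adjusted p-values of 0.129 and 0.123. The camera adjusted p of the list was 0.511, with 81 members positive and 80 negative. Of 83 laminins, integrins and matrix receptors, integrin alpha-M-like (LOC113111995) alone fell over all genes. When adjusted over the list alone, it was lower and the heparan sulfate proteoglycan syndecan-2-B-like (LOC113116198, log2 fold change 2.37) was higher. Integrin beta-1-like (LOC113066326), the common subunit of many collagen and laminin receptors, had a log2 fold change of 1.61 and did not pass (edgeR adjusted p = 0.209). The camera adjusted p of this list was 0.999, and without LA1 it fell with 0.0454.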

For the LA vs. HA comparison (Figure 3F), glycerophospholipid metabolism and the mTOR signaling pathway were enriched. 

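No gene of glycerophospholipid metabolism or of mTOR signaling passed in the HA group, over all genes or adjusted over its list alone. Of 120 genes of glycerophospholipid metabolism, GPCPD1-like (LOC113073668), which splits glycerophosphocholine, had the smallest p, with 4.24 ± 1.28 CPM in the LA group and 20.6 ± 12.0 CPM in the HA group (SD, n = 3 each; edgeR adjusted p = 0.709, and 0.0613 when adjusted over the list alone). Diacylglycerol kinase delta-like (LOC113052141), which turns diacylglycerol into phosphatidic acid, had a log2 fold change of -1.05, and phospholipase D3-like (LOC113061730) of -2.07. Of these genes 53 had a positive and 67 a negative fold change, with a camera adjusted p of 0.985. Of 92 genes of mTOR signaling and amino acid sensing, 56 had a positive and 36 a negative fold change, with a camera adjusted p of 0.512. The smallest p-values in that list belonged to eIF4E-binding protein 3-like (LOC113076888, log2 fold change 1.43), a repressor of translation under mTORC1, to DNA damage-inducible transcript 4 (LOC113075908, 1.04), an inhibitor of mTORC1, and to insulin receptor substrate 1-B-like (LOC113052229, 0.84). Ras-related GTP-binding protein C-like (LOC113062387), which relays amino acid levels to mTORC1, had a log2 fold change of -1.50 and an edgeR adjusted p of 0.725.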

Consistent with the LA vs. MA comparison, ECM–receptor interaction pathway was again enriched, reinforcing that dietary Met and Lys supplementation modulates the structural integrity of muscle tissue. 

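Collagens and matrix proteins fell as a list in the HA group, with 110 of 161 members negative (camera adjusted p = 0.0376). The call was lost with an estimated correlation (adjusted p = 0.834) and in 7 of 9 cases where 1 library was left out. It was also lost in each of 4 narrower forms of the list, chosen after seeing the data, that leave out 3 to 16 genes named for a fibronectin type III or thrombospondin type-1 domain, some of them not matrix proteins (adjusted p from 0.0554 to 0.0925). None of these matrix genes passed over all genes (edgeR), and 5 were lower when adjusted over the list alone. Thrombospondin-2-like (LOC113076926), a matrix glycoprotein, was at 4.41 ± 0.804 CPM in the LA group and 1.64 ± 0.373 CPM in the HA group (SD, n = 3 each; log2 fold change -1.43, standard error 0.31). Collagen VI alpha-1-like (LOC113055322) and collagen XXVIII-like (LOC113079215), structural proteins of the matrix, varied widely in the LA group, at 32.3 ± 30.3 and 29.1 ± 27.6 CPM (SD, n = 3), and were at 0.127 ± 0.0599 and 0.107 ± 0.0954 CPM in the HA group (SD, n = 3). Collagen VI alpha-6-like (LOC113092945) had 1063 counts over the LA libraries and 1 over the HA libraries, a ratio of 1152 (95% Clopper-Pearson interval 206 to 45548, counting error only). The 22 leukocyte markers also had a negative median log2 fold change in the HA group, -0.60. In the MA group they fell (18 negative) while the matrix list did not (81 positive and 80 negative). A link between the lists was not tested. Of 83 laminins, integrins and matrix receptors, none passed over all genes or adjusted over the list alone (camera adjusted p = 0.81, and 0.0071 without LA1, where that list fell). Their smallest p-values belonged to the hyaluronan receptor CD44 (cd44, log2 fold change -1.81) and to laminin beta-1-like of the basement membrane (LOC113043543, 2.04). The camera adjusted p of the collagens and matrix proteins was 0.657 without LA2, 0.248 without LA3, 0.0565 without MA1, 0.0649 without MA2, 0.0697 without MA3, 0.481 without HA1 and 0.0808 without HA3, and, in settings chosen after seeing the data, 0.219 with libraries 1 and 2 of each diet alone and 0.791 with no filter on low counts. The paper reads the enrichment of ECM–receptor interaction in both comparisons as reinforcing that dietary Met and Lys modulate the structural integrity of muscle tissue. It also draws on its histology of denser and thinner fibres, which was not analysed here.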

For the GO enrichment analysis results of DEGs, we categorized the terms into molecular function (MF), biological process (BP), and cellular component (CC). The top 10 most significantly enriched GO terms (with the smallest *p*-values) in each category were selected for display, and the results are presented in Figure 3G,H. Compared to the LA group (Figure 3G), the most significantly enriched BP terms included muscle contraction, actin filament organization, and cell adhesion. 

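Of the genes annotated to muscle contraction, actin filament organization or cell adhesion, none was among the genes called in the MA group. Each term was taken by its own identifier without its descendants, which makes some terms small. The called fast myosin copies and the called caldesmon-like gene (LOC113043325) were not annotated to these terms. Over-representation was tested with a one-sided Fisher's exact test against the 6702 tested genes with a GO annotation, adjusted over 10 terms. Of the 20 genes called by edgeR, 7 had a GO annotation, and 0 of them belonged to muscle contraction (4 genes), actin filament organization (15 genes) or cell adhesion (65 genes), with an adjusted p of 1 for each term. Actin binding, which includes the myosin heavy chains, held 2 of the 7 called genes, the fast myosin copies LOC113094704 and LOC113091543 (117 genes in the term, adjusted p = 0.0599). At an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, 415 annotated genes were taken. They included 1 gene of muscle contraction, caldesmon-like (LOC113066903, log2 fold change -1.31), a regulator of actin and myosin (adjusted p = 0.395). They included 2 genes of actin filament organization, the sorbin and SH3 domain-containing gene LOC113058038 and kaptin (kptn, -1.26), again with an adjusted p of 0.395. Of cell adhesion 6 genes were included, among them the tyrosine kinase Fes/Fps-like (LOC113105573, -1.65), with an adjusted p of 0.395 as well. Actin binding had 19 of the 415 (adjusted p = 0.000897), among them the Z-disc protein myozenin-2 (myoz2, log2 fold change 3.16). Without MA1, 1 of the 10 terms passed among the genes called by edgeR.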

At the MF level, DEGs were most related to “binding” and “catalytic activity”. 

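The terms binding and catalytic activity, taken as the genes annotated to these terms themselves, held none of the 7 annotated genes called in the MA group. Binding had 4 such genes and catalytic activity 37 (Fisher's exact test, one-sided, adjusted p = 1 for each). Among the 415 annotated genes at an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, binding had 1, utrophin-like (LOC113117943, log2 fold change 2.28, adjusted p of the term 0.395), a protein that links actin to the membrane. Catalytic activity had 5 (adjusted p = 0.379), and the 4 with the smallest p were fatty acid-activating enzymes. Very long-chain acyl-CoA synthetase-like (LOC113061328) had a log2 fold change of 1.17, and the long-chain fatty acid CoA ligase copies LOC113113616 and LOC113114186 of 1.42 and 1.34. A further long-chain fatty acid CoA ligase copy (LOC113073480) had a log2 fold change of -1.72, and none of these enzymes passed over all genes (edgeR adjusted p of 0.259 to 0.297).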

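In the HA group, no gene annotated to lipid metabolism or to the adhesion of cells to the matrix passed edgeR's adjusted threshold, so no called gene could enter these terms. Of 5 tested genes of the term lipid metabolic process, 1 (LOC113041528, uncharacterized, log2 fold change -1.78) was among the 219 annotated genes at an unadjusted p under 0.05 and an absolute log2 fold change of at least 1 (Fisher's exact test, one-sided, adjusted p of the term 0.383). Diacylglycerol lipase beta-like (LOC113112037), which releases monoacylglycerol, had a log2 fold change of 1.02, and lysosomal phospholipase A2 (pla2g15) of -0.52. Of 6 genes of the term cell-matrix adhesion, 0 of the 219 belonged to it (adjusted p = 1). The leukocyte integrin beta-2-like (LOC113108307) had a log2 fold change of -1.08 and the focal adhesion adaptor paxillin-like (LOC113068000) of 0.18. The wider term cell adhesion had 7 of the 219 (adjusted p = 0.0251), among them the tyrosine kinase Fes/Fps-like (LOC113105573, log2 fold change -1.78) and integrin alpha-L-like (LOC113100656, -1.80), a receptor of leukocytes. Actin filament organization had 3 (adjusted p = 0.039), among them protein kinase C and casein kinase substrate 1 (LOC113104161, -2.53), and actin binding had 10 (adjusted p = 0.0251). Without LA1, 2 of the 10 terms passed among the genes called by edgeR.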

In the comparison between LA and HA (Figure 3H), key enriched BP terms involved lipid metabolic processes and cell–matrix adhesion. 

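None of the 6 genes annotated to phospholipid binding and none of the 30 annotated to the activity of protein kinases was among the 219 annotated genes of the HA group at an unadjusted p under 0.05 and an absolute log2 fold change of at least 1 (Fisher's exact test, one-sided, adjusted p = 1 for each term). Apolipoprotein Eb (LOC113116734), a lipid carrier, had a log2 fold change of 1.05 (standard error 0.59, edgeR adjusted p = 0.865), and the autophagy scaffold WDFY3-like (LOC113077862) of 0.85 (standard error 0.26, edgeR adjusted p = 0.709). Among kinases, myosin light chain kinase, smooth muscle-like (LOC113109161), which activates myosin, had the smallest p, with a log2 fold change of -0.78 (standard error 0.33, edgeR adjusted p = 0.785).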

Meanwhile, MF terms such as phospholipid binding and protein kinase activity were significantly enriched.

### 3.7. Gene Expression Verified by Quantitative Real-Time PCR

To verify the reliability and accuracy of the RNA-seq data, we performed qRT-PCR analysis on genes related to muscle development and lipid metabolism. 

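Of the 6 genes in Figure 4, located by the accessions of Table 3, none passed in the MA or the HA group relative to the LA group (edgeR over all genes). The myogenic factor *MyoD* (LOC113067086, chromosome 50) was at 9.33 ± 4.36 FPKM in the LA group, 15.9 ± 2.25 in the MA group and 20.9 ± 7.44 in the HA group (SD, n = 3 each; exact permutation p = 0.2 for each comparison). Its log2 fold changes were 0.63 in the MA group (adjusted p = 0.539) and 0.96 in the HA group (adjusted p = 0.725). *MyoG* (LOC113111223, chromosome 11), which drives the fusion of myoblasts, was at 6.10 ± 3.64, 12.1 ± 7.38 and 18.6 ± 9.04 FPKM in the same order (SD, n = 3 each; exact permutation p = 0.3 and 0.2). Lipoprotein lipase (*LPL*, LOC113040152, chromosome 22), which frees fatty acids from lipoproteins, was at 0.728 ± 0.291, 1.60 ± 0.348 and 0.576 ± 0.222 FPKM (SD, n = 3 each), and every MA library lay above every LA library (exact permutation p = 0.1, the smallest possible; log2 fold change 1.03, adjusted p = 0.273). Adenylosuccinate lyase (*ADSL*, LOC113047978, chromosome 3), of purine synthesis, was at 35.9 ± 13.4, 22.1 ± 2.99 and 34.6 ± 11.4 FPKM (SD, n = 3 each; exact permutation p = 0.2 and 0.8), with log2 fold changes of -0.82 and -0.18. *ACSL1* (LOC113044168, chromosome 26), which activates fatty acids, was at 0.530 ± 0.259, 0.529 ± 0.0956 and 0.670 ± 0.0948 FPKM (SD, n = 3 each; exact permutation p = 1 and 0.5). *PPARα* (LOC113048130, chromosome 29), a regulator of fatty acid oxidation, was at 0.703 ± 0.0929, 0.500 ± 0.115 and 0.712 ± 0.210 FPKM (SD, n = 3 each; exact permutation p = 0.1 and 1), with log2 fold changes of -0.61 and -0.10. The permutation tests are two-sided, and the fold changes come from edgeR. With neither LA1 nor HA2, a setting chosen after seeing the data, *MyoD* passed in both comparisons, with log2 fold changes of 1.12 and 1.65.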

The expression trends observed in the qRT-PCR analysis were consistent with those of the RNA-seq results (Figure 4), further confirming the reliability of the transcriptome data.

## 4. Discussion

### 4.1. Growth Performance Responses and Interspecific Differences

This study investigated the effects of combined supplementation with different proportions of Met and Lys on the growth performance and related body indices of HCC. The results showed that although the weight gain rate and specific growth rate of HCC both exhibited an upward trend with the gradual increase in amino acid supplementation, these differences did not reach statistical significance. This may be attributed to the possibility that the basal diet already met the basic nutritional requirements of the fish. Therefore, the observed changes in physiological and muscle quality-related parameters are more likely to reflect physiological modulation rather than correction of a nutritional deficiency [28]. In addition, a post hoc power analysis indicated low statistical power (0.43), suggesting that relatively high variability among individuals and the limited sample size may have been insufficient to detect significant differences despite the observed increases [29,30]. A similar phenomenon of non-significant growth enhancement has also been reported in gibel carp (*Carassius auratus gibelio*) when supplemented with either crystalline or coated forms of Met and Lys [31]. Likewise, studies have shown that additional dietary supplementation of Met and Lys does not provide extra benefits for broiler production performance [32]. In contrast to our findings, a study on grass carp (*Ctenopharyngodon idella*) demonstrated a significant increase in growth performance and protein efficiency ratio (PER) in response to elevated dietary Met, which subsequently decreased beyond an optimal level [33]. These discrepancies may be attributed to differences in species, dietary composition, amino acid levels, experimental duration and conditions. Furthermore, the relatively large initial body size of the fish used in the present study may reduce the sensitivity for detecting subtle growth responses to dietary amino acid manipulation.

Taken together, the present results suggest that dietary Met and Lys supplementation showed a tendency to improve growth performance under the current experimental conditions. However, further studies with larger sample sizes are required to confirm this effect. Importantly, notable changes were observed in physiological and muscle quality-related parameters, suggesting that these amino acids may primarily influence metabolic and cellular processes prior to measurable changes in growth. Furthermore, from a practical perspective, this targeted improvement in muscle quality aligns with the industry’s shift towards producing value-added, premium aquatic products.

### 4.2. Alterations in Serum Biochemical Parameters and Physiological Significance

Blood biochemical indexes serve as crucial indicators for evaluating the physiological and metabolic functions, nutritional status, and overall health of fish [34]. Among them, serum total protein (TP) is a key indicator for assessing the metabolic state of body protein and an increase in its content facilitates enhanced protein deposition in the organism [26]. Notably, alterations in this index are closely associated with environmental adaptation, amino acid metabolism, and other regulatory factors [35]. In this experiment, the TP content in serum increased significantly after Met and Lys supplementation, suggesting enhanced protein deposition and potentially supporting tissue growth and development. Similar trends have been reported in *Plectropomus leopardus* and *juvenile gibel carp* [17,36]. Although these studies involve different species, crucian carp may exhibit comparable TP response patterns due to the conserved nature of amino acid-driven protein synthesis in teleosts, particularly among closely related cyprinids such as gibel carp. Nevertheless, species-specific differences in amino acid metabolism may still influence the magnitude of these TP responses.

As an important indicator of nutritional status in fish, serum glucose (GLU) level typically indicates that fish are actively feeding and in good health when it increases within a reasonable range [37]. Supplementation with a moderate ratio of Met and Lys exerted no significant effect on GLU content in HCC. A similar trend has been reported in large Nile tilapia, where concurrent supplementation of Met and taurine showed no obvious effect on serum GLU levels [38], although this comparison is indirect due to differences in amino acid combinations. However, the GLU levels in the HA group was significantly increased when the supplemental level of Met was further increased. This phenomenon may be related to differences in amino acid utilization under varying supplementation levels. At moderate levels, Met and Lys may primarily support growth, development, and muscle protein synthesis, with absorbed amino acids preferentially allocated to protein deposition without excessive accumulation, thereby maintaining glucose metabolic homeostasis [39,40]. In contrast, under excessive amino acid supply, alterations in metabolic pathways may occur. Excess Met and Lys may be involved in amino acid catabolism and could potentially act as gluconeogenic precursors, contributing to the formation of metabolic intermediates such as pyruvate and α-ketoglutarate, which are associated with glucose metabolism [41]. However, the involvement of gluconeogenesis in this process requires further verification, as key gluconeogenic enzymes and insulin signaling pathways were not measured in the present study.

Previous studies have shown that supplementation of certain levels of Met and Lys in aquatic diets can reduce serum levels of TG and T-CHO [38,42,43]. The results of this experiment also indicated that the addition of Met and Lys in the feed could significantly reduce the contents of serum TG and T-CHO in HCC. As essential amino acids, dietary supplementation of Met and Lys may help alleviate amino acid limitations and support muscle protein synthesis, which could be associated with reduced reliance on lipid storage and alterations in lipid metabolism [8]. In contrast to the findings of the present study, a recent study reported that the levels of TG and T-CHO in farmed tilapia juveniles did not change noticeably at different dietary Met levels [44]. Similar results have also been reported in studies on other species [45,46]. This may be due to species differences and the addition of single amino acids in the diet.

### 4.3. Enhancement of Antioxidant Capacity and Regulatory Pathways

Oxidative stress causes meat quality deterioration in fish [47]. This study demonstrated that Met and Lys diets could increase serum SOD and T-AOC, thereby enhancing the antioxidant capacity of HCC. Similar findings were reported in yellow catfish (*Pelteobagrus fulvidraco*) and gibel carp (*Carassius auratus gibelio*) [48,49]. MDA, as a lipid oxidation product, directly reflects physiological oxidative stress [50], which can be induced by dietary Met deficiency in fish [51]. The supplementation of Met and Lys at a moderate level (MA group) significantly reduced serum MDA content, suggesting a potential inhibitory effect on lipid peroxidation and oxidative damage in HCC. However, MDA levels increased again in the HA group, approximating those of the LA group. This dose-dependent response suggests that while moderate supplementation may enhance antioxidant capacity, excessive Met and Lys intake could attenuate these benefits. The rebound in MDA at the higher dose may be associated with metabolic burden induced by excessive amino acid supplementation. Previous studies have indicated that excessive dietary Met can lead to the accumulation of pro-oxidative metabolites, which may promote the generation of reactive oxygen species (ROS) and lipid peroxidation [52]. Therefore, maintaining a moderate supplementation level may be important for optimal redox balance in HCC.

Under physiological homeostasis, *Keap1* binds to *Nrf2* in the cytoplasm and mediates the ubiquitination modification and degradation of the latter [53]. Under oxidative stress, this interaction is disrupted, allowing *Nrf2* to translocate to the nucleus and activate the expression of antioxidant genes, such as *GPX* and *GSTs* [54,55]. Therefore, we further examined the expression levels of genes related to antioxidant capacity in muscle and found that MA group significantly increased the expression of *Nrf2* and its downstream *GPX1a*, *GSTO1* and *GSTP1*. Based on the observation of antioxidant indicators in serum, it was found that the antioxidant capacity of MA muscle was significantly increased, which may be related to the increased expression of *GPX1a*, *GSTP1* and *GSTO1* mRNA activated by Keap1-Nrf2 signaling pathway [56]. Conversely, these expressions were downregulated in the HA group. This attenuation may be attributed to the oxidative stress and metabolic burden induced by excessive dietary Met, which impairs cellular antioxidant defense mechanisms. Consistent with our results, a previous study reported that an optimal Met level (0.84%) activated the Nrf2 pathway in juvenile blunt snout bream (*Megalobrama amblycephala*), whereas excessive Met supplementation (1.28%) failed to yield further antioxidant improvements [57].

### 4.4. Improvement of Muscle Textural Properties and Myogenic Regulatory Mechanisms

Texture characteristics are crucial indicators of the edible quality of flesh products and provide direct measures of muscle palatability. These parameters include springiness, hardness, chewiness, cohesiveness, and gumminess [3]. Dietary supplementation with Met and Lys in the present experiment induced significant changes in muscle texture parameters. Muscle hardness and gumminess were markedly increased in the MA group, while springiness and chewiness were higher in the HA group, indicating differential effects of supplementation levels on distinct texture attributes. These differences may be linked to changes in muscle fiber characteristics, potentially mediated by the regulation of myogenic regulatory factors (MRFs). Additionally, flesh texture is also associated with collagen metabolism. However, specific collagen-related indices were not assessed in the present study. This limitation warrants further investigation to fully elucidate the underlying structural mechanisms.

Previous studies have shown that dietary supplementation with Met alone can reduce the muscle fiber diameter of rice field eel (*Monopterus albus*) and enhance its muscle hardness, gumminess, and chewiness [14], with similar results also reported in grass carp (*Ctenopharyngodon idella*) [13]. Similarly, Lys supplementation alone has been shown to affect muscle fiber characteristics in fish [58]. However, the present study further explored the effects of combined Met and Lys supplementation on muscle texture and fiber characteristics. In the present study, combined supplementation with Met and Lys resulted in decreased muscle fiber diameter and increased fiber density compared with the LA group, which is generally associated with changes in muscle texture [5,59]. However, the effects of MA and HA were not consistent across all texture parameters, suggesting that different aspects of muscle texture may respond differently to varying supplementation levels, and a clear dose–response relationship was not established in the present study. In addition, correlation analyses were not conducted between texture parameters and collagen content or intramuscular fat, which warrants further investigation.

With the increase in amino acid concentration, the mRNA expression of *MyoG* was significantly up-regulated, and the expression of *MyoD* and *Myf5* reached the peak in the MA group, indicating that dietary Met and Lys supplementation could promote myogenesis and myofiber proliferation. As key regulators of muscle development, *MyoD* and *Myf5* are crucial for the initiation of myoblast proliferation and differentiation, while *MyoG* plays a core role in mediating the fusion of myoblasts into mature muscle fibers [60,61]. The elevated expression levels of these MRFs were accompanied by the formation of a greater number of small-diameter muscle fibers, which may be associated with increased muscle fiber density and improved muscle texture. When the amino acid ratio exceeded a certain threshold, the increase in texture parameters and MRFs expression tended to plateau. This observation is consistent with previous findings in juvenile turbot (*Scophthalmus maximus*), where excessive dietary Met did not further enhance MRFs expression and showed no additional effects [62]. This phenomenon may reflect the saturation effect of amino acid-mediated metabolic regulation, whereby additional supplementation cannot produce more significant physiological effects once amino acid supply meets the maximum physiological demand of the body [32,57].

### 4.5. Key Metabolic Pathways Revealed by DEGs

Transcriptome sequencing (RNA-seq) enables the comprehensive analysis of all transcripts in cells under specific physiological conditions, offering novel approaches to identifying key genes and their intricate regulatory mechanisms underlying muscle quality improvement [63]. Compared with LA group, MA group showed the most significant gene expression difference, with a total of 1850 DEGs identified, while the number of DEGs in the HA group was relatively small. These findings suggest a distinct dose-dependent effect of Met and Lys levels on muscle gene expression, indicating that a moderate amino acid supplementation level may be more conducive to inducing the remodeling of genes associated with muscle metabolism.

In KEGG enrichment analysis, pathways such as cardiac muscle contraction, regulation of actin cytoskeleton, and PPAR signaling pathway, all associated with muscle quality, were enriched in MA group. Although the classical function of cardiac muscle contraction is to maintain cardiac contraction homeostasis, its core molecules (actin, myosin, troponin and calcium signaling related genes) are highly conserved in cardiac muscle and skeletal muscle [64].These molecules may influence muscle texture traits, including tenderness and chewiness, possibly through effects on sarcomere organization and muscle fiber characteristics [65]. In addition, Ca^2+^ signaling is known to play a role in muscle development and metabolic regulation, and may be involved in the responses observed in the present study. Previous studies have shown that elevated intracellular Ca^2+^ concentration activates the Calcineurin–NFAT pathway, which regulates the formation of oxidative muscle fibers and ultimately improves muscle quality [66].

The regulation of the actin cytoskeleton pathway is essentially achieved through a dynamic molecular network composed of actin polymers and their associated actin-binding proteins [67]. As demonstrated by previous research in grass carp, pigs and chickens, this signaling pathway is closely associated with muscle growth and development as well as intramuscular fat deposition, both of which are linked to meat quality and flavor [68,69,70]. Met and Lys are regarded as important nutritional regulators of lipid metabolism [71,72].

The present study found that after combined supplementation with Met and Lys, the PPAR signaling pathway, which is closely associated with lipid metabolism, was enriched in muscle tissues. This finding suggested that Met and Lys may be involved in the regulation of lipid metabolic processes in muscle. This interpretation was further supported by the observed decreasing trends in serum TG and T-CHO, indicating systemic alterations in lipid metabolism. However, direct evidence linking these transcriptomic and physiological changes to improvements in muscle flavor is lacking, as flavor-related metabolites (such as free amino acids and volatile compounds) were not measured in the present study.

Additionally, cell conjunction-related pathways, namely ECM–receptor interaction, were significantly enriched in both comparison groups, indicating that the addition of Met and Lys was crucial for maintaining muscle tissue integrity. In this pathway, ECM components can specifically interact with muscle satellite cells to affect cell localization, activation, apoptosis, proliferation and differentiation, and play a key role in the formation of muscle microenvironment [73]. In addition, ECM components can promote the proliferation and differentiation of muscle satellite cells and affect the diameter and density of muscle fibers [74], which is mutually confirmed with our histological observation that Met and Lys diet groups have higher muscle fiber density, smaller diameter and area.

The process of muscle development involves continuous proliferation of new muscle fibers and hypertrophy of muscle fibers, which is executed under the coordinated regulation of multiple biological processes and components [75]. In GO enrichment, muscle contraction, actin filament assembly and cell adhesion were significantly enriched in the MA group compared with LA group, which was mutually confirmed with the KEGG pathway analysis results, highlighting the key regulation of amino acids in the MA group on muscle contraction function and cell structure. Moreover, the enrichment of terms related to “binding” and “catalytic activity” suggested that these DEGs might mediate intermolecular interactions or enzymatic reactions to exert precise regulation over muscle physiological processes. This observation was similar to the previously reported mechanism in pigs, in which mitochondrial respiratory activity and metabolic enzymes were demonstrated to modulate muscle oxidative capacity and fiber-type composition [76]. In the comparison between the LA and HA group, the enrichment of terms including lipid metabolic process, phospholipid binding, cell–matrix adhesion, and protein kinase activity indicated that high-dose amino acid supplementation prioritized the regulation of muscle lipid metabolism and signal transduction processes. These transcriptomic changes are consistent with the observed physiological responses and muscle texture variations, suggesting a coordinated regulation of molecular pathways underlying both biochemical status and flesh quality under different supplementation levels.

Finally, the present study did not employ a factorial design to independently evaluate the effects of methionine (Met) and lysine (Lys). The simultaneous variation in both amino acids between the LA and MA groups, followed by variation in Met alone between the MA and HA groups, limits the ability to distinguish their individual contributions or potential interactions. Therefore, the results should be interpreted as reflecting the combined effects of Met and Lys supplementation. Further studies using factorial or dose–response designs are required to clarify their independent and interactive roles.

## 5. Conclusions

In conclusion, dietary supplementation with Met and Lys modulated antioxidant capacity and muscle quality-related parameters in HCC. Moderate supplementation was associated with improved antioxidant status and favorable changes in muscle texture characteristics. These effects were accompanied by alterations in serum biochemical indices, muscle fiber traits, and the expression of muscle-related genes. Transcriptomic analysis further suggested that these responses may be associated with the regulation of pathways involved in muscle development and lipid metabolism. However, no significant improvement in growth performance was observed under the present experimental conditions, and the individual contributions or interactive roles of Met and Lys could not be distinguished. Overall, this study provides preliminary insights into the potential roles of dietary amino acid supplementation in modulating muscle quality, highlighting its promising application in the production of value-added aquatic products. Further studies are required to validate the underlying mechanisms and the roles of key differentially expressed genes.

## Figures and Tables

**Figure 1:**
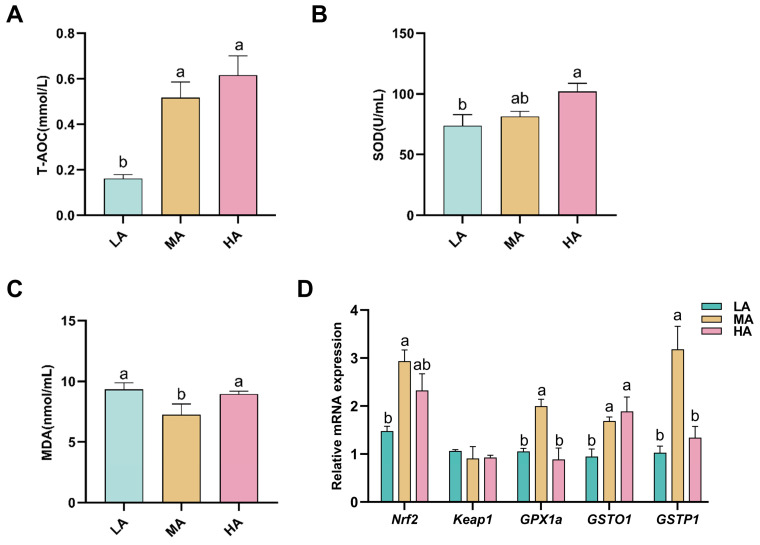
Serum and muscle antioxidant capacity of Hefang crucian carp fed different diets for 8 weeks. (**A**) total antioxidant capacity (T-AOC); (**B**) superoxide dismutase (SOD); (**C**) malondialdehyde (MDA); (**D**) Relative expressions of genes involved in muscle antioxidant in the muscle of Hefang crucian carp. The results are shown as mean ± SEM (*n* = 6); Different letters indicate significant differences (*p* < 0.05). The exact *p*-values obtained from the overall one-way ANOVA were as follows: (**A**) *p* < 0.001, (**B**) *p* = 0.035, (**C**) *p* = 0.034; and for genes in (**D**): *Nrf2* (*p* = 0.017), *Keap1* (*p* = 0.209), *GPX1a* (*p* = 0.002), *GSTO1* (*p* = 0.036), and *GSTP1* (*p* = 0.006).

**Figure 2:**
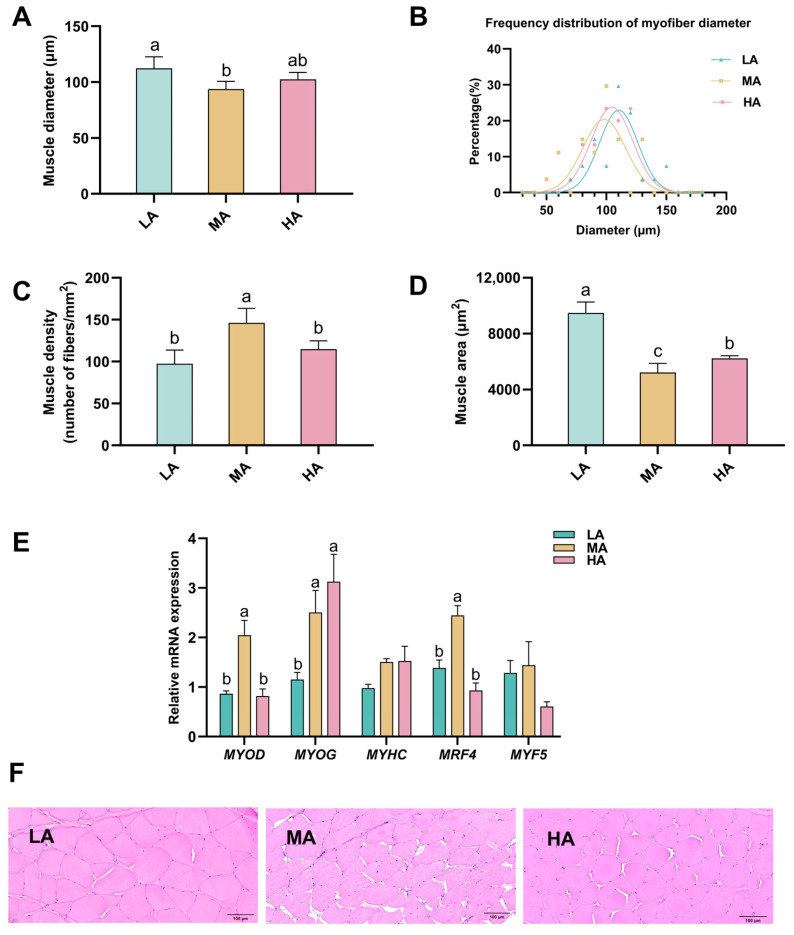
The effects of dietary Met and Lys supplementation on the development of muscle fiber characteristics in Hefang crucian carp. (**A**–**D**) Myofiber morphological indices and frequency distribution of myofiber diameter. (**E**) Relative expressions of genes involved in muscle fiber development in the muscle of Hefang crucian carp. (**F**) Histological morphology of myofibers (scale bar = 100 μm). The results are shown as mean ± SEM (*n* = 6). Different letters indicate significant differences (*p* < 0.05). The exact *p*-values from the overall one-way ANOVA are as follows: (**A**) *p* = 0.03, (**C**) *p* = 0.02, (**D**) *p* < 0.001; and for genes in (**E**): *MYOD* (*p* = 0.007), *MYOG* (*p* = 0.023), *MYHC* (*p* = 0.13), *MRF4* (*p* < 0.001), and *MYF5* (*p* = 0.217).

**Figure 3:**
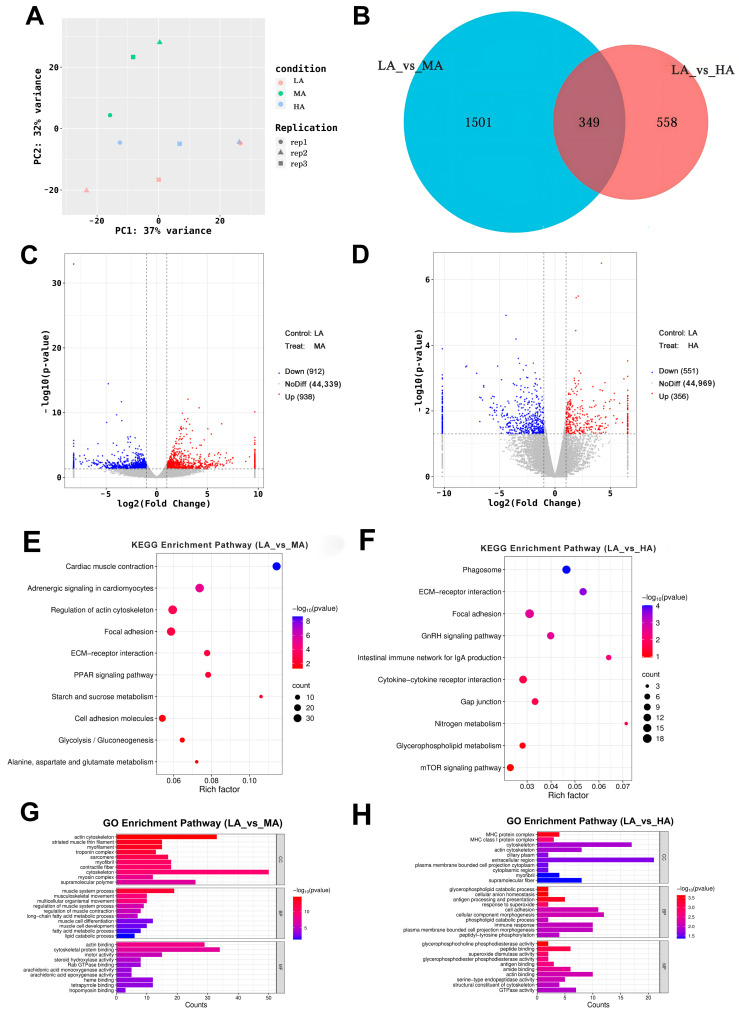
Transcriptome analysis of muscle from Hefang crucian carp fed different diets for 8 weeks (*n* = 3). (**A**) PCA plot of muscle transcriptomes. (**B**) Venn diagram of DEGs. (**C**,**D**) Volcano plots showing DEGs in muscle between different comparison groups. The gray dots represent the DEGs that are not differentially expressed, the red dots represent the upregulated DEGs, and the blue dots represent the downregulated DEGs. (**E**,**F**) Top 10 KEGG enrichment pathways in the different comparison groups. (**G**,**H**) Top 10 most significantly enriched GO terms in the MF, BP, and CC categories across different comparison groups.

**Figure 4:**
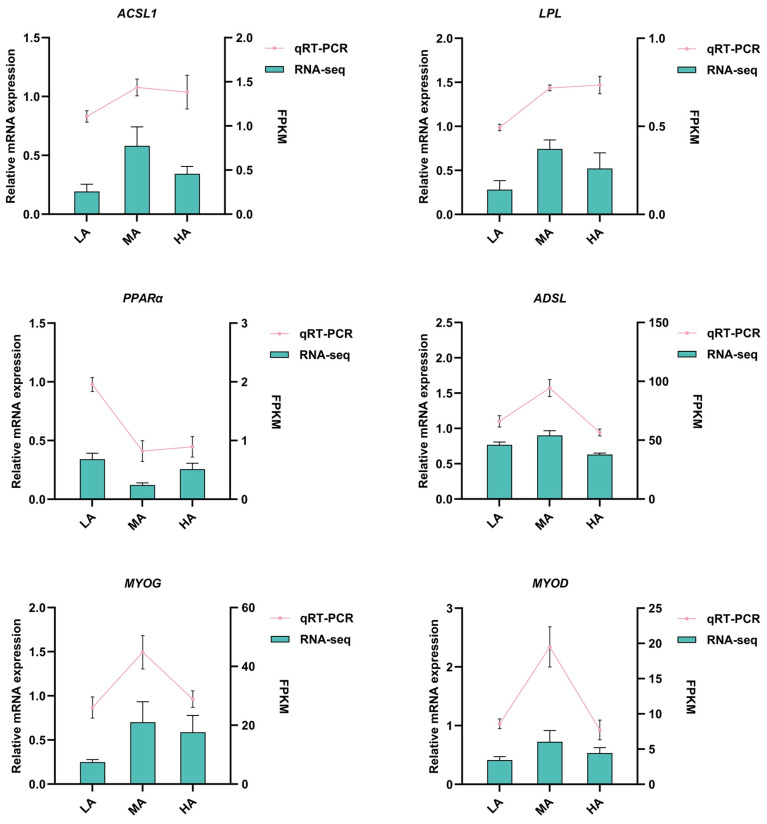
qPCR validation of DEGs related to muscle lipid deposition and fiber development identified from KEGG enrichment analysis. ACSL1: Acyl-CoA synthetase long-chain family member 1; LPL: Lipoprotein lipase. PPARα: Peroxisome proliferator-activated receptor alpha; ADSL: Adenylosuccinate lyase; MyoD: Myogenic differentiation 1; MyoG: Myogenin.

**Table 1:** Supplementation levels of amino acids (% of basal diet).

Component		LA	MA	HA
Supplementation level (%) ^1^	DL-Met	0	1.7	3.4
	L-Lys·HCl	0	3.4	3.4

^1^ The values represent the levels of crystalline amino acids supplemented by the researchers into the commercial basal diet. They do not include the baseline levels of methionine and lysine present in the protein ingredients, which were not specified by the manufacturer.

**Table 2:** Nutritional composition of basal diet (% dry matter).

Component	Content (%)
Crude Protein	36.0
Crude Lipid	3.0
Crude Fiber	8.0
Crude Ash	16.0
Total Phosphorus	0.5
Moisture	12.0

**Table 3:** The sequences of the designed primers used in this study.

Genes	Forward Primer (5′-3′)	Reverse Primer (5′-3′)	Accession No.
*Nrf2*	CGGGAGCAGGAGAAAGCA	TGGGCACTGGTCACGGT	XM_026272637.1
*Keap1*	TGGCTCATAAAGTGGTGCTG	TGCCGATGGCGTTGCT	XM_026245355.1
*GPX1a*	GTGGTGCTTATTGAAAATGTGG	TGATGTCCGAACTGGTTGC	XM_074559940.1
*GSTO1*	CAATGCCAAGGGAATCAAA	AAACGGGTCAGACGGGAG	XM_026223937.1
*GSTP1*	CATTTGCGGACTACAACCTG	GGCTTTGATTTTGGGACGAG	XM_026209143.1
*MyoD*	GTCCAACAACCCCAACCAG	GCTTTTAGTATTCCGTGCGTC	XM_026239323.1
*MyoG*	GACCAATCCCTACTTCTTCGC	TTTGTCCTCCAACCCCACT	XM_026275805.1
*MRF4*	GTCATGTCTAATGTGGGCTTGT	GGATTGGGCACCGTCTTT	XM_026231638.1
*MYF5*	TCTGTAGATACGGGAGTTGCG	ACTGGTCTGCTGCTGGGAC	XM_026209828.1
*LPL*	GGGCTACGGAGTCAACAAAA	CAGGCAAAATGAAGGGGATA	XM_026198434.1
*ADSL*	GGGCTGGTGGTGTATCCTAA	GGCAGTCCTGTCTGTTTCCT	XM_026209452.1
*MyHC*	GTGCTTGACATTGCTGGGTT	ATGCCTTCTTTCTTGTATTCCT	XM_026260328
*ACSL1*	CCCAAAGCACTTAAACCACC	AGATCCCAAACAAGGACCATT	XM_026203856.1
*PPARα*	CCAATACTGCCGTTTCCG	GGGACTCGTGCTCATCTTTTAC	XM_026209687.1
*β-actin*	AAACGACCAACCCAAACC	GACGCTTCTGGAACGACTAA	XM_026258408.1

**Table 4:** Effects of dietary levels of Met and Lys supplementation on growth performance and somatic indexes of Hefang crucian carp.

Group	LA	MA	HA	*p*-Value
IBW (g)	100.37 ± 0.11	100.33 ± 0.09	100.27 ± 0.17	0.875
FBW (g)	154.54 ± 9.58	163.61 ± 14.19	187.45 ± 12.24	0.222
WGR (%)	53.96 ± 9.42	63.08 ± 14.17	86.91 ± 11.88	0.214
SGR (% day^−1^)	0.71 ± 0.1	0.8 ± 0.14	1.03 ± 0.1	0.211
SR (%)	100 ± 0	100 ± 0	100 ± 0	-
CF (%)	2.8 ± 0.06	3 ± 0.04	2.85 ± 0.1	0.175
HSI (%)	2.27 ± 0.21	1.9 ± 0.31	2.78 ± 0.33	0.149
VSI (%)	5.97 ± 0.58	5.76 ± 0.37	7.29 ± 0.36	0.092

Data were analyzed using one-way ANOVA and were expressed as mean ± SEM. The specific *p*-values from the ANOVA are provided in the table. Growth performance indicators (IBW, FBW, WGR, SGR) were calculated based on the average of all fish per tank (*n* = 3 replicates per group), no mortality occurred during the 8-week trial (Survival rate = 100%), and all surviving fish were measured for the analyses. Somatic indexes (CF, HSI, VSI) were measured using 6 individuals randomly sampled from each treatment group (*n* = 6). The abbreviations and formulas are defined as follows: IBW (Initial weight); FBW (Final weight). Weight gain rate (WGR, %) = 100 × (Final fish weight − Initial fish weight)/Initial fish weight. Specific growth rate (SGR) = (Final fish weight − Initial fish weight)/day. Survival rate (SR, %) = 100 × (Final fish number/Initial fish number). Condition factor (CF) = Body weight/(Body length)^3^. Hepatosomatic index (HSI, %) = 100 × (Liver weight/whole body weight). Viscerosomatic index (VSI, %) = 100 × (Viscera weight/whole body weight).

**Table 5:** Effects of dietary levels of Met and Lys supplementation on serum indexes of Hefang crucian carp.

Group	TP (mg/mL)	GLU (mmol/L)	T-CHO (mmol/L)	TG (mmol/L)
LA	22.72 ± 0.52 ^b^	4.01 ± 0.09 ^b^	7.78 ± 0.26 ^a^	4.18 ± 0.1 ^a^
MA	27.78 ± 0.95 ^a^	5.15 ± 0.08 ^b^	5.19 ± 0.18 ^b^	3.56 ± 0.16 ^b^
HA	24.87 ± 1.31 ^b^	10.06 ± 0.91 ^a^	5.06 ± 0.54 ^b^	3.48 ± 0.23 ^b^
*p*-value	0.016	<0.001	<0.001	0.027

TP: total protein, GLU: glucose, T-CHO: cholesterol, TG: triglyceride. The specific *p*-values from the ANOVA are provided in the table. The results are shown as mean ± SEM (n = 6). Different superscript letters in the same column indicate significant differences (*p* < 0.05).

**Table 6:** Comparison of texture measurements of Hefang crucian carp fed different diets for 8 weeks.

Group	Hardness (N)	Cohesiveness (Ratio)	Springiness (mm)	Gumminess (N)	Chewiness (mJ)	Adhesiveness (N.mm)
LA	44.4 ± 2.61 ^b^	0.24 ± 0.02	1.58 ± 0.09 ^a^	10.31 ± 0.81 ^b^	15.83 ± 1.75 ^b^	0.08 ± 0.01
MA	78.18 ± 7.49 ^a^	0.26 ± 0.01	0.93 ± 0.05 ^b^	19.1 ± 0.94 ^a^	15.23 ± 1.96 ^b^	0.05 ± 0.003
HA	58.78 ± 6.65 ^b^	0.25 ± 0.03	1.48 ± 0.12 ^a^	17.2 ± 3.16 ^ab^	27.3 ± 4.79 ^a^	0.07 ± 0.01
*p*-value	0.002	0.715	0.016	0.043	0.035	0.134

The specific *p*-values from the ANOVA are provided in the table. The results are shown as mean ± SEM (*n* = 6). Different letters in the same column indicate significant differences (*p* < 0.05).

## Data Availability

All data generated or analyzed during this study are included in the manuscript and supplementary files. The raw transcriptome sequencing data reported in this paper have been deposited in the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE331020.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani16111636/s1, Table S1. Summary of RNA-seq data quality metrics for each sample. Table S2. Summary of RNA-seq mapping statistics for each sample.

# Supplementary material for: Dietary Supplementation with Methionine and Lysine Enhances Antioxidant Function and Muscle Quality of Hefang Crucian Carp (Carassius auratus)
**Source:** Animals (Basel). 2026 May 27;16(11):1636. doi: 10.3390/ani16111636
**Supplement:** Supplementary file 1

Supplementary information

Table S1 Summary of RNA-seq data quality metrics for each sample.

Sample	Reads No.	Bases (bp)	Q30 (bp)	N (%)	GC (%)	Q20 (%)	Q30 (%)
LA1	49317956	7447011356	7232613350	0.007931	48.16	98.98	97.12
LA2	46735832	7057110632	6868738242	0.007738	48.42	99.07	97.33
LA3	44282136	6686602536	6493464359	0.007835	48.33	98.98	97.11
MA1	49465116	7469232516	7272396690	0.007763	48.50	99.08	97.36
MA2	44849038	6772204738	6571605391	0.007904	48.05	98.95	97.04
MA3	48621566	7341856466	7135434296	0.007851	48.38	99.00	97.19
HA1	43884908	6626621108	6445609373	0.008014	48.17	99.05	97.27
HA2	48836060	7374245060	7160152662	0.007840	48.19	98.98	97.10
HA3	45898244	6930634844	6737499676	0.007622	48.21	99.02	97.21

Note: Sample: sample ID;

Reads No: total number of reads;

Bases (bp): total number of bases;

Q30 (bp), number of bases with a Phred quality score ≥ 30 (error rate $\leq 0.1\%$);

N (%), percentage of ambiguous bases;

Q20 (%): percentage of bases with a Phred quality score ≥ 20 (error rate $\leq 1\%$);

Q30 (%): percentage of bases with a Phred quality score ≥ 30 (error rate $\leq 0.1\%$).

Supplementary information

Table S2. Summary of RNA-seq mapping statistics for each sample

Sample	Clean_Reads	Total_Mapped	Multiple_Mapped	Uniquely_Mapped
LA1	48654158	43106504<br>(88.60%)	6904331 (16.02%)	36202173<br>(83.98%)
LA2	46154734	43869117<br>(95.05%)	9010803 (20.54%)	34858314<br>(79.46%)
LA3	43672428	40312680<br>(92.31%)	7510673 (18.63%)	32802007<br>(81.37%)
MA1	48852128	46493084<br>(95.17%)	8366302 (17.99%)	38126782<br>(82.01%)
MA2	44217336	39225319<br>(88.71%)	6969863 (17.77%)	32255456<br>(82.23%)
MA3	47969126	43977232<br>(91.68%)	8261158 (18.79%)	35716074<br>(81.21%)
HA1	43337312	40924484<br>(94.43%)	8302612 (20.29%)	32621872<br>(79.71%)
HA2	48168916	42718760<br>(88.69%)	6715680 (15.72%)	36003080<br>(84.28%)
HA3	45312432	41486860<br>(91.56%)	7729591 (18.63%)	33757269<br>(81.37%)

Note: Sample: sample ID;

Clean Reads: total number of reads used for mapping;

Total Mapped: total number of reads mapped to the reference genome (percentage calculated as Total Mapped / Clean Reads);

Multiple Mapped: number of reads mapped to multiple locations (percentage calculated as Multiple Mapped / Total Mapped);

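Table S2 counts the reads of each library that reached the reference, and reads that map to more than 1 place are common in a duplicated genome such as that of goldfish. The mapped share was lowest in LA1, MA2 and HA2 and highest in LA2, MA1 and HA1, so it varied within every diet, and library 3 of each diet had an intermediate share (92.31%, 91.68% and 91.56% for LA3, MA3 and HA3, the paper's values). The counts of the deposited table are whole numbers, and how reads with more than 1 place were treated is not given in the sources used here.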

Uniquely Mapped: number of reads mapped to a single location (percentage calculated as Uniquely Mapped / Total Mapped).

How the deposited data were processed for this re-analysis (not part of the article)

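Muscle RNA-seq of Hefang crucian carp from the LA, MA and HA groups was taken as deposited, with 3 libraries per diet and 9 in all. The libraries were mapped to diets by their titles, which carry the names of Tables S1 and S2. The count columns use other codes, which the sample descriptions tie to the titles: HA for the LA libraries, HB for MA and HC for HA. A column coded HA was thus read as the LA diet and not as the HA diet. The paper describes the libraries of a diet as biological replicates, and sequencing was done on poly(A)-enriched RNA with paired-end reads on an Illumina instrument. The authors' table gives whole-number read counts and FPKM per gene and library, with gene models on the goldfish assembly ASM336829v1. FPKM was found to equal the count divided by the listed gene length and by the total count of the library. The aligner, the counting program, the strand setting and the treatment of reads with more than 1 place are not given in the sources used here, and the raw reads were not used here.

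Of 76298 genes in the table, 69632 had the start site of their entry in the RefSeq gene table, 53017 a description, 12899 a GO identifier and 32578 a KEGG orthology number. Total counts per library ranged from 13962770 to 17177610, with TMM factors of 0.890 to 1.15. Ribosomal and transfer RNA genes held 0.00186% to 0.00777% of the counts. Intervals and floors cover counting error only, and a group at 0 was set at 3 counts over the group.

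Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the diets (23946 genes), and a quasi-likelihood model with 1 coefficient per diet was fitted to all 9 libraries, leaving 6 residual degrees of freedom (common dispersion 0.135). Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and counts at an absolute log2 fold change of at least 2 follow section 2.6 of the paper. Comparisons were MA against LA, HA against LA, HA against MA, and the 3 diets together. The comparisons, the tests, 29 gene lists, the rule for named genes and most alternatives were set before the data were examined; those added later are marked where they appear.

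The genes named for a comparison are those of Table 3, the 10 rising and the 10 falling named genes with the smallest p among those that passed and whose libraries did not overlap (the 5 genes of smallest p where none passed), up to 4 members of smallest p in each gene list, and the 3 genes with the highest mean count. Members of GO terms were named by the same rule as members of lists. Genes of Table 3 were found by accession, and the paper's values for those in Figure 4 had been seen. A gene that the rule names is not reported here.

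Gene lists were built by symbol or by gene name and tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, and again with an estimated correlation. Members were also adjusted over the list alone. KEGG pathways could not be tested, since orthology numbers alone do not give pathway membership, and the lists stand in for them. GO terms named in the paper, and actin binding, were tested with a one-sided Fisher's exact test against the 6702 tested genes with a GO annotation, by the identifier of the term itself and not its descendants, which makes some terms small. PCA and PERMANOVA used log2 CPM of the 500 most variable genes and all 280 splits of the libraries into 3 groups of 3.

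The procedure was tested on simulated counts with the library sizes and dispersions of these libraries (22901 genes after filtering). It made 145 calls, 6 of them false, in the comparison with 200 changed genes and 0 in the comparison with none. The changed genes were drawn from those with a mean count of at least 50, and the simulated libraries varied independently of each other. Alternatives were RLE size factors, no filter on low counts, a filter of at least 10 counts in every library, the replicate number or the mapped-share rank as a block, the mapped share as a covariate, DESeq2 1.42.0, a fit to only the 2 groups compared, limma-trend on log2(FPKM + 1), pseudocounts for ratios of mean FPKM, the lines drawn in Figure 3C,D, and leaving out each library in turn. Gene lists with no filter on low counts were added later, as were 4 forms of the matrix list without proteins that its name patterns match by a domain alone. Replicate numbers did not pair the libraries: residuals of the same number had correlations from -0.6 to 0.273, and 5 of 9 libraries were closest to a library of their own number. Tables of growth, texture, serum and qRT-PCR measurements were not analysed here.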

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

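The tests of explanations and the counts over other splits of the libraries given in this part, and the settings with libraries 1 and 2 of each diet alone, with neither LA1 nor HA2 and with gene lists on no filter, were chosen after the results were seen; the tests of genes and gene lists were not.

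The HA and MA diets differ in added Met alone, and the paper does not compare their libraries. Between them 13 genes differed at an adjusted p under 0.05 by edgeR, 5 higher and 8 lower in the HA group (2404 at an unadjusted p under 0.05; 262 by DESeq2). This count was 35 without LA1, 3 without LA3, 75 without MA1, 4 without MA2, 3 without MA3, 6 without HA1 and 0 without HA3 (1684 at an unadjusted p under 0.05, with DESeq2 not run there). With libraries 1 and 2 of each diet alone it was 0 (431 of 24496 at an unadjusted p under 0.05, below the 5% that chance alone gives). With neither LA1 nor HA2 it was 75.

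Lists of genes that the paper does not discuss also moved. The number of passing lists does not set the diets apart. At least as many passed in 6 of 10 splits of the libraries in MA against LA and in 7 of 10 in HA against LA, the real split included. Nerve and Schwann cell markers were higher in the MA group than in the LA group (24 of 30 positive, camera adjusted p = 2.77e-06), and they passed without each library in turn (adjusted p from 2.69e-06 to 0.000137). Cytosolic ribosomal proteins were lower in the MA group (173 of 207 negative, median log2 fold change -0.28, camera adjusted p = 2.87e-05), with an adjusted p of 0.93 with an estimated correlation, 0.313 without LA1 and 0.209 with neither LA1 nor HA2. Leukocyte markers were lower in the MA group (18 of 22 negative, adjusted p = 0.00737; 0.93 with an estimated correlation, 0.233 without LA2, 0.0561 without MA1, 0.166 with libraries 1 and 2 of each diet alone and 0.0627 with no filter). They were also lower in the HA group (16 of 22 negative, adjusted p = 0.0147; 0.834 with an estimated correlation, 0.311 without LA2, 0.112 without LA3, 0.135 without HA2, 0.142 with libraries 1 and 2 of each diet alone and 0.0513 with no filter).

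Parvalbumin-7-like (LOC113039862), which the paper does not name, rose with a log2 fold change of 4.68 in the MA group (not called without LA3, adjusted p = 0.152, or MA3, adjusted p = 0.0671), beside the fast myosin heavy chain-like copy LOC113094704. The log2 fold change of the myosin copy was at least 5.39 without any 1 MA library. Its call ended without LA2, LA3, MA2, MA3, HA1 or HA3 (edgeR adjusted p from 0.0509 to 0.233). Since MA3 lies between MA1 and MA2, leaving out MA2 cannot decide whether MA2 is the only source. The values do argue against a single MA library for this copy, since it had 3154 counts in MA1 and 21370 in MA2. In LA1, LA2 and LA3 it had 71, 254 and 172. Reads moved between the myosin copy that fell (LOC113091543) and the one that rose stay open. The mean sums are alike: the summed CPM was 1336 ± 565 in the MA group and 1428 ± 88.4 in the LA group (SD, n = 3 each). In 2 MA libraries, at 815 and 1937, the sum lay on opposite sides of the LA range of 1336 to 1513 by more than that range. In the HA group, where neither copy passed against LA, the sum was 1771 to 2042. A sum outside the LA range thus also occurred without a rise of LOC113094704, so the sums cannot decide this. A candidate explanation is that MA pieces held more fibres of another type, since 5 of 12 slow and cardiac sarcomere genes were also higher when adjusted over the list alone (camera adjusted p = 0.0626, with 0.0925 and 10 of 12 positive in the HA group, where these 2 copies did not pass; 2.86e-16 over 79 genes with no filter, lost at 0.899 with an estimated correlation) and 31 further genes of that list had at least 10 counts in MA2 and MA3 alone, while the myoglobin copies LOC113074004 and LOC113053833 had log2 fold changes of 0.64 and -1.40. The 31 genes had fewer than 10 counts in MA1, which is part of how they were picked, and MA3 lies between MA1 and MA2. Their counts may therefore come from MA2 alone and not from 2 separate pieces. In MA1 the rising myosin copy had 3154 counts, so these 31 genes do not bear out more fibres of another type for its rise there. An effect of the MA diet on fibre genes stays open beside the candidate explanation, because where on the fish each piece was taken was not tested.

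Each pairwise comparison has 10 splits of its 6 libraries into 3 and 3, the real one included, too few for a share under 0.05. In MA against LA, 20 genes passed in the real split and at most 0 in the others (1 split of 10 as large), and 16 against 0 at an absolute log2 fold change of at least 2. The real split had 3 changed lists and another split had 7 (6 of 10 as large), and no GO term passed in any split (10 of 10). In HA against LA, 0 genes passed by edgeR in the real split and in every other split (10 of 10; 59 by DESeq2 in the real split). In the real split 1489 of 23946 genes had an unadjusted p under 0.05 by edgeR, where chance alone gives 5%. In that comparison 3 lists passed in the real split and 8 in another (7 of 10 as large), and no GO term passed. In HA against MA, 13 genes passed in the real split and at most 0 in the others. For the 3 diets together, 19 genes passed and 3 of 100 drawn splits gave as many, the real one included, a share that would exclude chance only if the libraries of a diet were exchangeable. The highest other split gave 25 genes, and both other splits as large put LA1, MA2 and HA2, the libraries of lowest mapped share, in 1 group. With the mapped-share rank as a block, 96 genes differed among the diets. Library 3 of each diet lies between the other libraries of its diet, which lowers the spread within the real groups whatever the diet does, so chance is not taken as excluded, and the count was 0 without MA3 (edgeR, with DESeq2 not run there). In both comparisons 0 genes passed in the real split (edgeR, 30 by DESeq2, 377 at the lines of Figure 3C,D), so each of the 100 drawn splits is as large by construction and the splits say nothing of chance for that count.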

How the results depend on the processing

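The settings with libraries 1 and 2 of each diet alone, with neither LA1 nor HA2, with DESeq2 on 2 groups at the lines of Figure 3C,D, with gene lists on no filter, with 4 narrower forms of the matrix list, and with permutations within the mapped-share ranks were chosen after seeing the data. In all, 82 results were computed under up to 38 alternatives. The named genes that passed have 610 values under these alternatives, of which 0 reversed and 212 no longer passed, 140 of them where a library was left out. Of the counts, 126 moved by more than 1.5 times, and the cause was not tested. RLE size factors called the same 20 genes in MA against LA. On simulated counts at this depth, 2 of 50 genes with an absolute log2 fold change of 1 were recovered and 41 of 50 with 2, so smaller changes can be missed. These genes had a mean count of at least 50, and genes of lower count were not tried.

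Counts are given in the order genes in MA against LA, of these at an absolute log2 fold change of at least 2, the same in HA against LA, genes in HA against MA, among the 3 diets, and in both comparisons. The reported counts are 20, 16, 0, 0, 13, 19 and 0. They were 1640, 1640, 879, 879, 1294, 1603 and 377 at the lines of Figure 3C,D, 542, 402, 119, 110, 321, 753 and 78 with no filter on low counts, 116, 77, 4, 3, 98, 96 and 2 with the mapped-share rank as a block, 350, 138, 2, 1, 191, 205 and 2 with the mapped share as a covariate, and 459, 281, 59, 48, 262, 566 and 30 by DESeq2. With the replicate number as a block they were 4, 4, 0, 0, 0, 3 and 0 by edgeR (2044, 1118 and 1880 genes at an unadjusted p under 0.05 in MA against LA, HA against LA and HA against MA). With only the 2 groups fitted, 8 and 8 genes passed in MA against LA. By limma-trend, 9 passed with an absolute log2 fold change of at least 2 in MA against LA. With DESeq2 on 2 groups at the lines of Figure 3C,D, 2450 genes passed in MA against LA, 1237 in HA against LA and 535 in both. With libraries 1 and 2 of each diet alone every count was 0 by edgeR (527, 175 and 431 genes at an unadjusted p under 0.05). Each is below the 5% of the 24496 tested genes that chance alone gives, so this setting could call little. With neither LA1 nor HA2 the counts were 542, 317, 219, 153, 75, 597 and 143. Without each library in turn, they ranged from 0 to 293, 0 to 199, 0 to 175, 0 to 119, 0 to 75, 0 to 336 and 0 to 122.

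Changed lists numbered 3 in each comparison with LA. With an estimated correlation 1 passed in the MA group and 0 in the HA group (camera; 3 and 3 with the preset correlation). For HA against LA 5 passed with at least 10 counts in every library, 5 with the mapped-share rank as a block, 1 with no filter on low counts and 1 with libraries 1 and 2 of each diet alone. In each of the 4 narrower forms of the matrix list 2 passed. With neither LA1 nor HA2, 5 and 6 passed, and without each library in turn 3 to 5 and 1 to 6. GO terms that passed numbered 0 in each comparison. With genes at the lines of Figure 3C,D 1 passed in the MA group and 3 in the HA group. With all tested genes as background 1 passed in the MA group, as with neither LA1 nor HA2, and without each library in turn 0 to 1 and 0 to 2. Of the genes of Table 3, 1 fold change passed (*MyHC* in the MA group). There were 2 at the lines of Figure 3C,D, 3 with DESeq2 on 2 groups, 0 with only the 2 groups fitted, 0 with libraries 1 and 2 of each diet alone, 3 with neither LA1 nor HA2, and 0 to 1 without each library in turn. The diet share of the distances was 32.1%. It was 60.6% with the mapped-share rank removed (exact permutation p = 0.00357 over all splits, which the removal favours by construction, and 0.0278 within ranks), 58.9% with neither LA1 nor HA2, and 29.9% to 50.2% without each library in turn.

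Directions reversed in genes that did not pass. *Keap1* in the MA group, at -0.00241, was 0.00522 with RLE size factors, 2.85e-05 with no filter, 0.00422 and 0.0256 with the replicate and mapped-share blocks, 0.0282 with the covariate, 0.00747 with DESeq2, 0.00600 with DESeq2 on 2 groups and 0.0707 by limma-trend. In the HA group, at -0.00369, it was 0.00419 with no filter, 0.0182 with the covariate, 0.00340 with DESeq2, 0.0121 with DESeq2 on 2 groups, 0.0892 by limma-trend and 0.0986 with libraries 1 and 2 of each diet alone. *ACSL1* in the MA group was 0.0116 by limma-trend and 0.38 with neither LA1 nor HA2, and in the HA group -0.21 with libraries 1 and 2 of each diet alone. *PPARα* in the HA group was 0.00124 by limma-trend, and *MRF4* in the MA group 0.17 with neither LA1 nor HA2. Without each library in turn, the ranges in the MA group were -0.42 to 0.38 for *ACSL1*, -0.25 to 0.18 for *GSTO1*, -0.0216 to 0.35 for *GSTP1*, -0.14 to 0.17 for *Keap1*, -0.45 to 0.17 for *MRF4* and -0.0351 to 0.46 for *Nrf2*. In the HA group they were -0.13 to 0.67 for *ACSL1*, -0.59 to 0.21 for *ADSL*, -0.26 to 0.18 for *Keap1*, -1.23 to 0.0396 for *MYF5*, -0.65 to 0.09 for *MyHC*, -0.0245 to 0.49 for *Nrf2* and -0.36 to 0.16 for *PPARα*. The cause of these reversals was not tested.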

Differences from the paper's values

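The settings with DESeq2 on 2 groups, with neither LA1 nor HA2, with libraries 1 and 2 of each diet alone, with diets exchanged within ranks and with gene lists on no filter in this part were chosen after the values were seen; the others were not.

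At the criteria the paper states (FDR under 0.05 and an absolute log2 fold change of at least 2), edgeR called 9 genes higher and 7 lower in the MA group, where the paper's values are 938 and 912. For the HA group it called 0 higher and 0 lower (59 by DESeq2 at an adjusted p under 0.05), where the paper's values are 356 and 551. By edgeR 1489 of 23946 genes had an unadjusted p under 0.05 in the HA group, where chance alone gives 5%. In both comparisons edgeR called 0 genes (30 by DESeq2; 377 at the lines drawn in Figure 3C,D), where the paper's value is 349. The counts in both hold only genes that moved the same way, and 7 further genes moved in opposite directions by edgeR at these lines. The paper states no rule on direction for its value, so the measures may differ. Of the alternatives set before the data were examined, the lines drawn in Figure 3C,D (an unadjusted p under 0.05 and an absolute log2 fold change of at least 1) gave values within 1.5 times the paper's for each: 731 and 909 in the MA group, 320 and 559 in the HA group and 377 in both. The other alternatives set before the data were examined, RLE size factors, no filter, the filter of at least 10 counts, the blocks, the covariate, DESeq2 at an adjusted p, only 2 groups, limma-trend and each leave-out, did not. With DESeq2 on 2 groups at the same lines, chosen after seeing the values, 1136 and 1314 genes passed in the MA group and 436 and 801 in the HA group, within 1.5 times the paper's, and 535 in both, which is not. How many of the paper's own called genes this drops is not known, since the paper's gene list was not used here. The genes with a count in the 6 libraries of each comparison number 46189 and 45876, which match the sums of the classes printed in Fig. 3C,D.

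FPKM values for Figure 4 were read by eye, and the deposited FPKM of the gene found by the accession of Table 3 was set beside them. Whether Fig. 4 shows these copies of duplicated genes is not known. Of 18 values 10 differ, by more than the SD of the libraries and by more than 1.5 times. For *LPL* Fig. 4 shows the paper's values of about 0.14, about 0.37 and about 0.26 in the LA, MA and HA groups, against 0.728, 1.60 and 0.576. For *MyoD* Fig. 4 shows about 3.4, about 6.0 and about 4.4, the paper's values, against 9.33, 15.9 and 20.9. The paper's value for *PPARα* in the MA group is about 0.24 in Fig. 4, against 0.500, and for *ADSL* in the MA group about 54 in Fig. 4, against 22.1. These 8 differ without each library in turn. The paper's value for *ACSL1* in the LA group is about 0.25 in Fig. 4, against 0.530. It does not differ without LA1 (0.395) or LA2 (0.542) and does without LA3. For *MyoG* in the MA group the paper's value is about 21 in Fig. 4, against 12.1. It does not differ without MA2 (15.9) or MA3 (11.9) and does without MA1. Of the 8 values that do not differ, 5 do when 1 library is left out: *ACSL1* in the MA group without MA1, *ACSL1* and *PPARα* in the HA group without HA1, and *ADSL* and *MyoG* in the LA group without LA1. No other alternative changes FPKM.

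The paper states that PCA showed significant differences in expression profiles among the groups, whereas diet accounted for 32.1% of the distances with an exact permutation p of 0.193. That p was 0.00714 without LA1, 0.0393 without HA2 and 0.0643 to 0.396 without each other library, 0.306 within replicate numbers, 0.225 with all tested genes, 0.171 with a variance-stabilizing transformation and, in settings chosen after the values were seen, 0.019 with neither LA1 nor HA2, 0.667 with libraries 1 and 2 of each diet alone and 0.0278 with the mapped-share rank removed and diets exchanged within ranks. Over all splits the removal of the rank gave 0.00357, but it takes spread from within the real diets alone and so favours them by construction. Of 12 directions against the LA group in Fig. 4, 9 match the fold changes here and 3 do not. Fig. 4 shows *ACSL1* and *ADSL* higher in the MA group than in the LA group, whereas their log2 fold changes were -0.11 and -0.82, and *LPL* higher in the HA group, whereas it was -0.49. *MyoG* and *MyoD* are highest in the MA group in Fig. 4 and had their highest mean FPKM in the HA group, 18.6 and 20.9. In the paper's qRT-PCR of muscle fibre genes, *MyoG* was highest in the HA group too, while *MyoD* was highest in the MA group. Directions that match are *LPL* higher and *PPARα* lower in the MA group (1.03 and -0.61), *MyoG* and *MyoD* higher in the MA group (0.92 and 0.63) and in the HA group (1.39 and 0.96), and *ACSL1* higher (0.18), *ADSL* lower (-0.18) and *PPARα* lower (-0.10) in the HA group. None of these passed by edgeR over all genes, and *MyoD* passed in both comparisons with neither LA1 nor HA2.

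By qRT-PCR, which is another measure than read counts, the paper states that *GPX1a* rose in the MA group, that *MRF4* peaked there, and that *MYF5* and *MyHC* tended higher in the MA group without a significant difference. In the libraries *GPX1a* had a log2 fold change of -0.52 in the MA group, *MYF5* of -1.11 and *MRF4* of -0.20, with the highest mean FPKM of *MRF4* in the HA group (10.3), and none of these passed. Directions that match the qRT-PCR in the MA group are *MyHC*, which rose by 6.10 on the log2 scale (adjusted p = 0.0252), and *Nrf2* (0.21), *GSTP1* (0.23), *GSTO1* (0.03), *MyoD* and *MyoG*, of which none but *MyHC* passed by edgeR.

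The paper states that KEGG pathways were enriched, and the gene lists that stand in for them did not pass in the fit to all libraries, apart from 1. These are unlike measures: the paper reports enrichment among its DEGs, while camera asks whether a list shifts in a single direction. A list with members both higher and lower can fail here, and the lists are not the KEGG gene sets. The paper's enrichment was therefore not tested. In the MA group the camera adjusted p was 0.0626 for slow and cardiac sarcomere genes (for cardiac muscle contraction), 0.917 for focal adhesion and actin regulators, 0.503 for PPAR signaling and fatty acid use, 0.511 for collagens and matrix proteins and 0.999 for laminins, integrins and matrix receptors. In the HA group it was 0.985 for glycerophospholipid metabolism, 0.512 for mTOR signaling, 0.81 for laminins, integrins and matrix receptors and 0.0376 for collagens and matrix proteins, which passed (adjusted p = 0.834 with an estimated correlation, and 0.0554 to 0.0925 without proteins matched by a domain name, in 4 forms of the list chosen after seeing the values). Settings that call what the paper calls are the leave-outs of LA1, LA2, LA3, MA1, HA1, HA2 or HA3 for slow and cardiac sarcomere genes in the MA group (adjusted p of at most 1.19e-10, where the filter kept 42 to 44 of its genes in place of 12, the added ones mostly through MA2 and MA3, so that these calls follow from the filter, apart from that without MA1, which passed on the 12 genes too, adjusted p = 0.00038, a setting chosen after seeing the values), and the leave-out of LA1 for laminins, integrins and matrix receptors (0.0454 in the MA group and 0.0071 in the HA group, lower in both). With neither LA1 nor HA2, chosen after seeing the values, the first passed at 8.17e-08 through the same filter and the second in the MA group at 0.0476. With no filter on low counts, chosen after seeing the values, the first passed at 2.86e-16 (adjusted p = 0.899 with an estimated correlation). The GO terms the paper names for the MA group (muscle contraction, actin filament organization, cell adhesion, binding, catalytic activity) and for the HA group (lipid metabolic process, cell-matrix adhesion, phospholipid binding, protein kinase activity) did not pass in any setting run, where the term actin binding passed in the MA group at the lines of Figure 3C,D (adjusted p = 0.000897). In the HA group, actin filament organization (adjusted p = 0.039) and cell adhesion (adjusted p = 0.0251), terms the paper names for the MA group, passed at these lines, and actin filament organization passed without LA1 (adjusted p = 0.0247). Terms were taken without their descendants, and the called genes with an annotation numbered 7 in the MA group and 0 in the HA group. That left little room for a term to pass among called genes.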

Other observations

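The tests of the libraries in this part, the settings with libraries 1 and 2 of each diet alone and with neither LA1 nor HA2, and the choice of the genes named for presence in some libraries alone, were made after the results were seen; the comparison of HA with MA and the genes of Table 3 were not.

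Muscle genes stood among those that differed between the HA and MA diets. This comparison shares the MA libraries with MA against LA, so genes called there tend to have the opposite sign here without any effect of Met, and the fast myosin heavy chain-like copy LOC113094704 had a log2 fold change of -0.30 in HA against LA. In HA against MA (edgeR), parvalbumin-7-like (LOC113039862) had a log2 fold change of -4.80 (adjusted p = 0.00607), LOC113094704 of -6.40 (adjusted p = 0.027) and kyphoscoliosis peptidase-like (LOC113112850) of -2.52 (adjusted p = 0.00574), while the myosin copy LOC113091543 had a log2 fold change of 1.74 (adjusted p = 0.00997) and cytochrome b-c1 complex subunit 8-like (LOC113075395) of 3.09 (adjusted p = 0.0138). Thrombospondin-1-like (LOC113086682, -1.78), prostaglandin G/H synthase 2-like (LOC113045805, -2.80), the inducible enzyme of prostaglandin synthesis, fosB-like (LOC113118461, -1.40), regulator of G-protein signaling 3-like (LOC113084745, -1.70) and beta-ureidopropionase-like (LOC113107489, -2.35), of pyrimidine breakdown, also fell (adjusted p from 0.027 to 0.0479). Of the 13 genes that differed, 0 passed without HA3 and 0 with libraries 1 and 2 of each diet alone (edgeR, 1684 and 431 at an unadjusted p under 0.05, with DESeq2 not run there). The count of 431 is below the 5% of tested genes that chance alone gives, so little could be called there. GTPase IMAP family member 8-like (LOC113054740) had 566 counts in the HA group and 3 in the MA group, a ratio of 190 (95% Clopper-Pearson interval 64.7 to 924), with the 3 counts in MA1 alone (without MA1 at least 127-fold higher, taking 3 counts over the group; not called without HA3, adjusted p = 0.0809), and H-2 class I Q9-like (LOC113079565) was at least 23.2-fold higher in the HA group, with 0 counts in the MA group (taking 3 counts over the group). Nerve and Schwann cell markers fell in the HA group against the MA group (22 of 30 negative, 7 lower when adjusted over the list alone and none over all genes, camera adjusted p = 9.2e-06, and adjusted p = 0.0344 with an estimated correlation). Collagens and matrix proteins fell (113 of 161 negative, adjusted p = 0.00616, and 0.00225 to 0.00623 in 4 narrower forms of the list chosen after seeing the data), fast sarcomere genes fell (53 of 82 negative, adjusted p = 0.0129) and cytosolic ribosomal proteins rose (162 of 207 positive, adjusted p = 0.0241), each with an adjusted p of 0.914 with an estimated correlation.

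A pair of genes, chosen after their values were seen, were present in some libraries and at 0 in others. Apolipoprotein L3-like (LOC113039152), of the list of liver proteins, was at 0 in every LA library and at 5.31, 200 and 97.3 CPM in MA1, MA2 and MA3, at least 1446-fold higher in the MA group (taking 3 counts over the LA group; edgeR adjusted p = 0.113). A major histocompatibility complex class I-related gene (LOC113119916) was at 74.7, 0 and 28.7 CPM in LA1, LA2 and LA3, at 0 in the MA group, and at 0.672, 86.9 and 34.2 CPM in HA1, HA2 and HA3.

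The genes of the qRT-PCR panels in Figures 1D and 2E were measured in these libraries too, and *MyHC* was the only one of them to pass in MA or HA against LA (edgeR over all genes; not without LA2, LA3, MA2, MA3, HA1 or HA3). In the LA, MA and HA groups, *Nrf2* (LOC113109092), a regulator of antioxidant genes, was at 1.46, 1.85 and 1.89 FPKM, its inhibitor *Keap1* (keap1) at 1.87, 2.01 and 2.08, *GPX1a* (LOC113110911) at 10.3, 8.10 and 9.51, *GSTO1* (LOC113056971) at 1.71, 1.92 and 2.68 and *GSTP1* (LOC113047821) at 38.4, 47.9 and 37.4. The myogenic factors *MRF4* (LOC113062081) and *MYF5* (LOC113048198) were at 7.44, 7.13 and 10.3 and at 0.325, 0.161 and 0.251 FPKM. The lowest adjusted p of these 7 genes was 0.612.

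In each diet, library 3 lay between libraries 1 and 2. Fish that vary independently of each other are argued against: the residual of library 3 from its best mix of libraries 1 and 2 was at most 0.106, below the lowest of 233 other trios, 0.157, with 16 trios set aside in which LA1 and HA2 are paired or in each other's place (lowest residual 0.102, highest share between 94.9%). Reads of libraries 1 and 2 deposited again are also argued against, since library 3 differed from the mix with a variance ratio of at least 1.61, where reused reads would give at most 0.35. Material of libraries 1 and 2 combined in library 3 stays open as a candidate explanation, since of the genes that differed at least 8-fold between libraries 1 and 2 at least 94.9% had a value between them in library 3, against at most 73.3% in the 233 other trios, and no biological explanation was tested. If so, library 3 could not count as a separate fish. With libraries 1 and 2 alone edgeR called 0 genes in each comparison (527 of 24496 at an unadjusted p under 0.05 in MA against LA and 175 in HA against LA, with DESeq2 not run at this setting). Both counts lie below the 5% of tested genes that chance alone gives, and 2 libraries per diet leave little power. The absence of calls at this setting therefore does not show that no gene differs.

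LA1 and HA2 were more alike than any other pair of libraries, with a median absolute log2 ratio of 0.14 against at least 0.21. One library deposited under both names is argued against by a variance ratio of 2.42, where counting alone gives about 1. An exchange of the names LA1 and HA2 cannot be decided. LA3 lay closer to a mix with LA1 (residual 0.0878) than with HA2 (0.102), and HA3 closer to a mix with HA2 (0.0946) than with LA1 (0.108). These gaps go against an exchange, but their spread was not measured. By the median absolute log2 ratio, LA3 lay nearer to HA2 (0.296) than to LA1 (0.31), and HA3 nearer to HA2 (0.287) than to LA1 (0.302). RNA from one source under both names cannot be told apart from RNA of separate fish, since the variance ratio was 1.16 times the highest of the third libraries, no library is known to have been prepared again, and no biological explanation was tested, while MA2, with a like mapped share, lay 0.38 from LA1 and 0.37 from HA2. With neither LA1 nor HA2, 542 genes passed in MA against LA and 219 in HA against LA.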
